# FOXO3 Expression in Macrophages Is Lowered by a High-Fat Diet and Regulates Colonic Inflammation and Tumorigenesis

**DOI:** 10.3390/metabo12030250

**Published:** 2022-03-16

**Authors:** Rida Iftikhar, Harrison M. Penrose, Angelle N. King, Yunah Kim, Emmanuelle Ruiz, Emad Kandil, Heather L. Machado, Suzana D. Savkovic

**Keywords:** macrophages, FOXO3, obesity, inflammation, tumorigenesis, IBD, colon cancer

## Abstract

Obesity, characterized by augmented inflammation and tumorigenesis, is linked to genetic predispositions, such as FOXO3 polymorphisms. As obesity is associated with aberrant macrophages infiltrating different tissues, including the colon, we aimed to identify FOXO3-dependent transcriptomic changes in macrophages that drive obesity-mediated colonic inflammation and tumorigenesis. We found that in mouse colon, high-fat-diet-(HFD)-related obesity led to diminished FOXO3 levels and increased macrophages. Transcriptomic analysis of mouse peritoneal FOXO3-deficient macrophages showed significant differentially expressed genes (DEGs; FDR < 0.05) similar to HFD obese colons. These DEG-related pathways, linked to mouse colonic inflammation and tumorigenesis, were similar to those in inflammatory bowel disease (IBD) and human colon cancer. Additionally, we identified a specific transcriptional signature for the macrophage-FOXO3 axis (MAC-FOXO3_82_), which separated the transcriptome of affected tissue from control in both IBD (*p =* 5.2 × 10^−^^8^ and colon cancer (*p =* 1.9 × 10^−^^11^), revealing its significance in human colonic pathobiologies. Further, we identified (heatmap) and validated (qPCR) DEGs specific to FOXO3-deficient macrophages with established roles both in IBD and colon cancer (IL-1B, CXCR2, S100A8, S100A9, and TREM1) and those with unexamined roles in these colonic pathobiologies (STRA6, SERPINH1, LAMB1, NFE2L3, OLR1, DNAJC28 and VSIG10). These findings establish an important understanding of how HFD obesity and related metabolites promote colonic pathobiologies.

## 1. Introduction

Obesity is characterized by a systemic inflammatory state and augmented tumorigenesis in various tissues, including the colon [1,2,3]. In the human population, obesity is accompanied by genetic predispositions such as polymorphisms of the *FOXO3* gene that lead to its lowered levels [4]. FOXO3, a transcription factor, plays a central role in diverse cellular functions in colonic and immune cells, including macrophages [5,6]. Therefore, elucidating how obesity, through loss of FOXO3 in macrophages, promotes colonic inflammation and tumorigenesis will provide conceptual advances in understanding this worldwide epidemic and the mechanisms driving these human pathobiologies.

Macrophages are critical for tissue homeostasis and repair [7,8]. Their aberrant function promotes inflammation and tumorigenesis [9,10]. Depending on the stimuli, macrophages polarize towards different subpopulations with distinct characteristics and functions [11,12]. Further, tissue microenvironments, such as those found in the adipose tissue of obese individuals and in colon tissue affected by infection, inflammation, and tumorigenesis, contribute to the polarization of macrophages [13,14]. Additionally, macrophages release cytokines which result in tissue damage that exacerbates chronic inflammation [15]. In inflammatory bowel disease (IBD), aberrant macrophages (enriched for CD68^+^ and CD14^hi^CD16^+^ phenotypes) in the inflamed intestine promote cytokine production and delayed bacterial clearance, thereby promoting tissue injury and worsening disease outcome [7,16,17]. Moreover, macrophages promote tumor progression through angiogenesis, intravasation and metastasis [18,19]. Breast and pancreatic tumor expansion and metastasis are facilitated by extracellular matrix remodeling, mediated by macrophages [20,21]. In colonic tumors, increased macrophage infiltration with M1/NOS2^+^ or M2/CD163^+^ phenotypes is associated with cancer aggressiveness, growth, and poor survival rates [22,23]. Therefore, it is plausible that with obesity mediators and metabolites, aberrant peritoneal macrophages are a critical player in promoting colonic inflammation and tumorigenesis.

Forkhead Box O3 (FOXO3) transcription factor has diverse cellular functions, including growth, immune response, and metabolic homeostasis [24,25,26]. In humans, obesity is associated with polymorphisms in the FOXO3 gene [4]. Further, a high-fat diet (HFD) shortens the lifespan of mice by diminishing FOXO3 levels in the central nervous system [27]. Obesity mediators and metabolites cause a loss of FOXO3 in colonic cells [28,29], revealing an important role of FOXO3 in obesity-mediated changes in the colon. Additionally, in colonic cells, bacterial products and inflammatory mediators abrogate FOXO3 function to further promote inflammation [30,31]. Genome-wide association studies (GWAS) identified a polymorphism in FOXO3 that is associated with IBD severity [32]. FOXO3 also plays a critical role in immune cells, and its deficiency promotes the activation of T cells and macrophages [33,34]. Moreover, FOXO3 acts as a tumor suppressor, and its loss of activity has been shown to be closely associated with cancer initiation and progression [35]. In human colon cancer, markedly reduced FOXO3 levels correlate to advanced tumors [36]. We have previously shown in mice that FOXO3 deficiency promotes the development and progression of inflammatory colon cancer [28,30,31,37,38]. Additionally, the colons of FOXO3-deficient mice have an enrichment in macrophages and elevated levels of intracellular lipid droplets [29,38]. Therefore, it is plausible that the loss of FOXO3 in both colonic cells and macrophages may be critical in driving obesity-mediated colonic inflammation and tumorigenesis.

Here, we established the significance of the loss of FOXO3-dependent functions of macrophages in intestinal inflammation and tumorigenesis. These findings will provide conceptual advances in understanding how obesity (mediators and metabolites) promotes these colonic pathobiologies.

## 2. Results

### 2.1. HFD Obesity in Mice Mediates Increased Presence of Macrophages and Loss of FOXO3 in Colon

Obesity is associated with aberrant macrophages present in different tissues, which may drive colonic pathobiologies [39,40]. In human populations, obesity is associated with polymorphisms in the FOXO3 gene [4]. Additionally, obesity mediators and metabolites cause a loss of FOXO3 in colonic cells [28,29]. Therefore, we hypothesized that the loss of FOXO3 via obesity contributes to the development of pathobiologies in various tissues, especially the colon. First, we utilized transcriptomic data obtained from the colon of both HFD obese mice and mice fed with regular diet (RD) (SRP093363). As we described before [41], consistent with an obese phenotype, mice on a HFD gained, on average, 54 ± 2 * g, while mice on a RD gained 33 ± 3 g during a period of 20 weeks (* *p <* 0.05). From these mice, we utilized transcriptomes obtained from their colon [41] to assess macrophage levels with CIBERSORT [42]. This is a platform that employs the transcriptional signatures of specific immune cells to determine their levels in the tissue. There was an abundance of macrophages in the colon of HFD obese mice relative to control (RD) (Figure 1A). Moreover, we assessed scraped mucosa from the colon of HFD obese and RD control mice for FOXO3 status. We found increased phosphorylated (inactive) FOXO3 levels in HFD obese mice colonic mucosa relative to control (Figure 1B). Therefore, as HFD obesity causes increased macrophages as well as loss of FOXO3 in mouse colon, we determined that the loss of FOXO3 in macrophages contributes to obesity-mediated colonic pathobiology. 

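RNA-seq was carried out on peritoneal cells of 3 FOXO3 KO and 3 WT mice of a C57BL/6 background, 6 to 8 weeks old, which were collected 4 days after an injection of 3% thioglycollate into the abdomen. Thioglycollate is an irritant that draws monocytes into the peritoneal cavity, where they mature into macrophages. Libraries were read from both ends in reads of 76 bp. The authors deposited their estimated counts, without normalization, for 54648 gene symbols in 6 libraries, which are named here by group and replicate (WT 1 to 3 and FOXO3 KO 1 to 3). The aligner, the counting program, the annotation and the genome build are not given in the sources used here. Of the values, 81.4% lay within 0.01 of a whole number; all were rounded to whole counts before testing. Counts summed to 36424331 in WT 1, 30296572 in WT 2 and 32618520 in WT 3, and to 29091424 in FOXO3 KO 1, 28083572 in FOXO3 KO 2 and 32387010 in FOXO3 KO 3. Library sizes were scaled by TMM factors between 0.936 and 1.10, and expression is given as CPM (counts scaled to a common size) of the scaled library size. The groups were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, on the genes that passed edgeR's own filter on low counts. Counts of any 2 libraries differed by far more than sampling noise, with a chi-square per degree of freedom of 22.3 or more, so no 2 columns hold the same library. Across genes, which are not independent replicates, Pearson's r of log2 expression was between 0.980 and 0.990 for all pairs of libraries without WT 3, and between 0.917 and 0.951 for WT 3 with each other library. The legend of Figure 1C gives n = 3 for each group, while the heatmap of Figure 5A draws 3 WT and 2 FOXO3 KO columns. Fold changes from DESeq2 lay within 5% of those in Table 1 of the paper for 77 of 82 genes when FOXO3 KO 2 was left out, for 6 of 82 with all libraries, and for 4 to 13 of 82 with any other library left out. The libraries behind Table 1 and Figure 5A were therefore taken to be WT 1 to 3 with FOXO3 KO 1 and 3. The paper does not state that a library was left out, and the heading of Table 1 gives n = 3. Results are given first over these 5 libraries, with 16217 genes tested, and then over all 6, with 15608 genes tested.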

We obtained intraperitoneal macrophages [43,44] from FOXO3 knockout (KO) and wildtype (WT) mice in order to determine systemic transcriptional changes (RNA-seq). The population of these induced peritoneal macrophages included a slight number of other immune cells [43,45] which, after further sequencing and bioinformatic analysis, proved to be insignificant. 

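Fixed lists of marker genes of macrophages and of other cell types were compared between the groups. The 12 macrophage markers (among them Adgre1, Csf1r, Cd68, Lyz2 and C1qa) together reached between 15120 and 20144 CPM in each of the 6 libraries. Their median log2 fold change was 0.08 over the libraries used in the paper, with a camera adjusted p of 0.442, and 0.12 over all 6, with a camera adjusted p of 0.173. The 8 B cell markers together reached 1353, 695 and 5341 CPM in WT 1, 2 and 3, and 287, 585 and 1234 CPM in FOXO3 KO 1, 2 and 3. All 8 were lower in FOXO3 KO, with a median log2 fold change of -1.85 over the libraries used in the paper (limma's camera test, adjusted p = 1.21e-04) and of -1.95 over all 6 (adjusted p = 2.78e-05). Without WT 3, whose B cell markers were the highest, the median was -0.50. Mast cell markers had a median of -0.46 (adjusted p = 0.355 from camera) and of -0.80 over all 6 (adjusted p = 0.0277 from camera), and T cell markers one of -0.69 (adjusted p = 0.142 from camera) and of -0.83 over all 6 (adjusted p = 0.0344 from camera). Both medians changed sign without WT 3, to 0.17 for mast cell markers and to 0.18 for T cell markers. Neutrophil markers that are not in Table 1 of the paper rose by a median log2 fold change of 0.51 in 11 tested genes (adjusted p = 2.10e-06 from camera) and of 0.44 in 9 tested genes over all 6 (adjusted p = 0.0344 from camera), and by 0.21 without WT 3. For dendritic cell markers the medians were 0.66 and 0.61, with adjusted p from camera of 0.00624 and 0.00878; over all 6 without FOXO3 KO 3 the median was 0.36 (adjusted p = 0.0853 from camera) and without WT 2 it was 0.54 (adjusted p = 0.0811 from camera). NK cell markers (0.07 and 0.16) and the 3 tested eosinophil markers (0.37 and 0.34) had no difference past an FDR of 0.05. Camera compares a list with the other genes and assumes a small preset correlation between genes. Fry asks whether the genes of a list changed at all, and allows for genes that vary together. Under fry no list of immune cell markers passed an FDR of 0.05 in either set of libraries, the smallest adjusted p being 0.0755. For single genes, 0 of the listed immune markers passed an FDR of 0.05 over all genes tested by edgeR, and 2 neutrophil markers did when adjusted over the list alone, over the libraries used in the paper only.

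**Figure D1:**
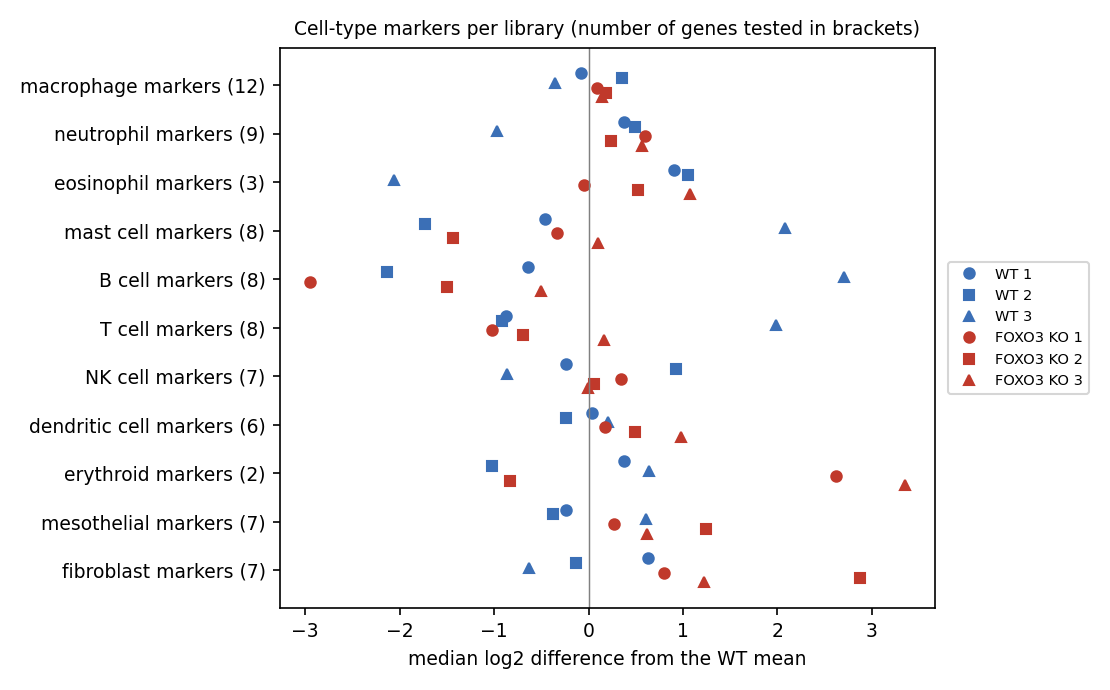
Median log2 difference of each list of cell-type markers (y axis, number of genes tested over all 6 libraries in brackets) from the mean of the WT libraries (x axis), one point per library; each WT library is compared with the other WT libraries. WT 3 lies apart from every other library in B cell markers (2.70), T cell markers (1.98) and mast cell markers (2.08).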

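Expression of the targeted gene, Foxo3, was 117, 107 and 73.1 CPM in WT 1, 2 and 3 (4231, 3023 and 2615 counts). It was 4.71 CPM in FOXO3 KO 1 and 4.29 CPM in FOXO3 KO 3 (133 and 143 counts), but 104 CPM in the library labelled FOXO3 KO 2 (2847 counts), which lies within the range of the WT libraries. Over the libraries used in the paper, Foxo3 was 99.0 ± 23.0 CPM (SD, n = 3) in WT and 4.50 ± 0.301 CPM (SD, n = 2) in FOXO3 KO, a log2 fold change of -4.46 (standard error 0.29, adjusted p = 0.105 from edgeR's quasi-likelihood test). Over all 6 libraries, the FOXO3 KO mean was 37.6 ± 57.4 CPM (SD, n = 3) and the log2 fold change was -1.40 (standard error 1.22, adjusted p = 0.859 from the same edgeR test). Other tests over the libraries used in the paper were chosen after the data were seen. Among them, the adjusted p of Foxo3 was 1.85e-38 from DESeq2, 1.34e-28 from edgeR's likelihood ratio test and 0.111 from limma-voom. It was 0.00536 from the quasi-likelihood test with a covariate for the split of the libraries by Xist. That covariate sets WT 3 apart from the other WT libraries, so it takes up other differences of WT 3 as well as sex. An exact two-sided permutation test gave p = 0.20 for both sets of libraries, where the smallest p that 3 libraries against 2 allow is 0.20 and the smallest that 3 against 3 allow is 0.10. Of the 6 libraries left out in turn, the library labelled FOXO3 KO 2 moved this fold change most. Every direction given for all 6 libraries includes this library under its FOXO3 KO label.

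**Figure D2:**
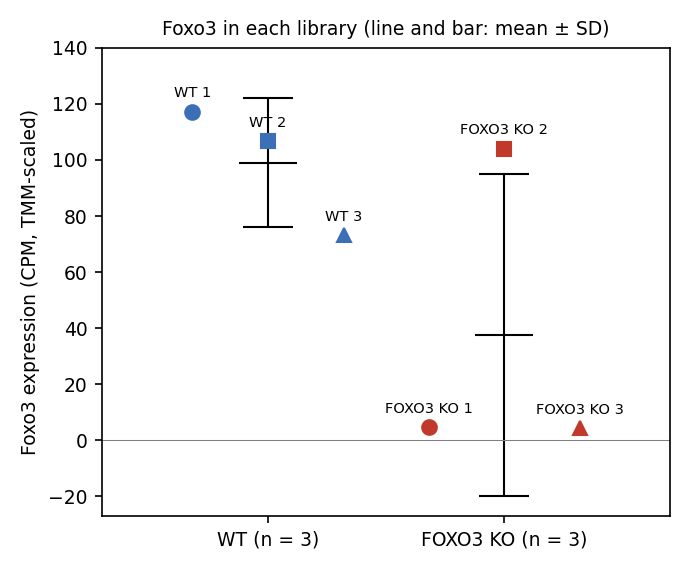
Foxo3 expression in CPM (y axis) in each library of WT and FOXO3 KO mice (x axis, n = 3 for each); points are libraries, and the horizontal line with its bar is the mean ± SD of all 3 libraries in a group. The library labelled FOXO3 KO 2 lies at 104 CPM, among the WT libraries.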

Transcriptional assessment showed a significant number of differentially expressed genes (DEGs) in macrophages obtained from FOXO3-deficient mice relative to control (WT). Among these DEGs, 501 were increased, and 380 were decreased (Figure 1C) (>|1.5|-fold change, FDR < 0.05). 

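At a fold change over 1.5 and an FDR under 0.05, edgeR's quasi-likelihood test found 0 increased and 0 decreased genes over the libraries used in the paper, where the smallest adjusted p was 0.105, and likewise 0 and 0 over all 6 libraries, where it was 0.714. Foxo3, at a linear fold change of -22.0 over the libraries used in the paper, was not called either. The 0 calls therefore do not show that no gene changed. With the unadjusted p under 0.05 in place of the FDR, 440 genes were increased and 146 decreased over the libraries used in the paper, and 512 and 156 over all 6. The number of DEGs differed between tests more than between sets of libraries. DESeq2 found 81 increased and 28 decreased genes over the libraries used in the paper and 160 and 7 over all 6, of which 61 genes were found in both sets with the same direction. edgeR's likelihood ratio test found 63 and 14, and 102 and 7 over all 6, while limma-voom found 0 in either direction in both sets. The split of the libraries by Xist sets WT 3 apart from the other WT libraries, and so also takes up other differences of WT 3. A covariate for this split changed these counts. With it, DESeq2 found 214 and 511 over the libraries used in the paper and 230 and 171 over all 6. The quasi-likelihood test with it found 11 and 6 over the libraries used in the paper, and 0 and 0 over all 6. All but the last of these fits were chosen after the data were seen. Without the covariate, DESeq2's unadjusted p under 0.05 with the same fold change gave 476 increased and 375 decreased genes over the libraries used in the paper. This setting was also chosen after the data were seen. Counts of 3 libraries against 2 were simulated with changes of known size. Their spread was estimated over all 6 libraries, with FOXO3 KO 2 counted as FOXO3 KO. It is thus not the spread of the libraries used in the paper, and the shares found may not hold for them. On these simulated counts the quasi-likelihood test recovered 48.5% of 198 changed genes and 6.80% of its calls were false. On the same simulated counts DESeq2 recovered 68.5% of 200 changed genes, and 39.9% of its calls were false. Where the spread between libraries was lowered, DESeq2 recovered 85.0% with 6.08% of its calls false. There the quasi-likelihood test recovered 85.4% with 2.86% false. From these DEGs (Figure 1C), the functions associated with them (Figure 1D), and a comparison of their pathways and upstream regulators with those of HFD obese mouse colon (Figure 1E,F), the paper concludes that the systemic changes from the loss of FOXO3 in macrophages resemble those in that colon.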

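Genes of inflammatory response and of lipid metabolism were compared between the groups as 2 fixed lists of 20 genes each. The paper's functions came from Ingenuity Pathway Analysis, whose knowledge base was not used here. Inflammatory response genes (among them Il1a, Il6, Tnf, Cxcl1, Cxcl2, Ccl2 and Ptgs2) had a median log2 fold change of 0.51 over the libraries used in the paper, where 84.2% of the 19 tested genes were higher in FOXO3 KO (adjusted p = 3.97e-07 from limma's camera test). Over all 6 libraries the median was 0.55, and 94.4% of the 18 tested genes were higher (adjusted p = 1.64e-08 from camera), and without WT 3 it was 0.42. The library labelled FOXO3 KO 2, with Foxo3 at the WT level, had a median log2 difference of 0.72 from WT. This difference was 0.85 in FOXO3 KO 1 and 0.46 in FOXO3 KO 3, so the rise does not follow Foxo3. Under fry the adjusted p of the list was 0.105 over the libraries used in the paper and 0.0717 over all 6, so it did not pass an FDR of 0.05 under that test. Lipid metabolism genes (among them Pparg, Fasn, Abca1, Cd36 and Apoe) moved less, with medians of 0.12 and 0.18 and 65.0% and 70.0% of the 20 genes higher. Their adjusted p from camera was 0.00989 and 0.00990, and under fry 0.350 and 0.276. Without WT 3 the median of the lipid metabolism genes was 0.04, and the camera test no longer passed an FDR of 0.05. No gene of either list passed an FDR of 0.05 over all genes tested by edgeR. Adjusted over the list alone, 2 inflammatory response genes and 2 lipid metabolism genes passed over the libraries used in the paper, and 1 of each over all 6. Each list shares 2 genes with Table 1 of the paper, which was drawn from these libraries.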

The diseases and functions associated with these DEGs include cancer, gastrointestinal diseases, inflammatory response, and lipid metabolism (Figure 1D). Further, pathways associated with these DEGs were compared to transcriptomes obtained from the colon of HFD obese mice. We found similarities in pathways and upstream regulators of FOXO3-deficient macrophages with HFD obese mice colon associated with inflammation (IL-1A, IL-1B, IL-6, IL-8 signaling), growth (ILK signaling, CDK5 signaling, VEGF signaling) and cancer (cAMP-mediated signaling) (Figure 1E,F). Together, these data revealed that systemic transcriptional changes, mediated by the loss of FOXO3 in macrophages, are similar to those seen in the colon of HFD obese mice, which suggests a critical role of the macrophage-FOXO3 axis in driving obesity-mediated colonic changes.

### 2.2. FOXO3 Deficiency in Macrophages Is Associated with Colonic Inflammation and Cancer

To determine whether FOXO3 deficiency in macrophages contributes to colonic inflammatory and tumorigenic processes, we assessed publicly available transcriptomes obtained from mouse colon with inflammation and dysplasia. Pathways and upstream regulators representing transcriptomes of FOXO3-deficient macrophages showed strong similarity to those related to inflammation and tumorigenesis in mouse colon (GSE31106) (Figure 2A–D). Next, we assessed publicly available transcriptomes from IBD and colon cancer patient cohorts to determine the significance of FOXO3-deficient macrophages in human colonic inflammation and tumorigenesis. We found that transcriptomes of FOXO3-deficient macrophages represented similar alterations in pathways and upstream regulators as those seen in IBD (GSE4183) and colon cancer (GSE4183, GSE141174). Specifically, these shared pathways with IBD were linked to inflammation (TNF, IL-1A, IL-1B, NFkB, IL-6) and growth (TREM1, TGFB1) (Figure 3A,B), while other pathways shared with colon cancer were associated with colorectal metastatic signaling, growth (TREM1, NFkB and HMGB1) and inflammation (IL-8, IL-6) (Figure 3C,D). These data demonstrated that FOXO3 deficiency in macrophages is associated with colonic inflammatory and tumorigenic pathobiologies.

### 2.3. FOXO3-Deficient Macrophage Signature Is Prevalent in Human Colonic Inflammation and Cancer

Next, to determine the significance of the macrophage-FOXO3 axis in colonic pathobiologies, we established a transcriptional signature for FOXO3-deficient peritoneal macrophages. A transcriptional panel of DEGs from FOXO3-deficient macrophages relative to control (WT) was generated by calculating fold change between the 2 groups, meeting stringent differential expression and statistical thresholds of log_2_ fold-change > |1.5| and an adjusted *p*-value < 0.001. The panel was comprised of 82 DEGs (MAC-FOXO3_82_), among which 65 were upregulated and 17 were downregulated in FOXO3-deficient macrophages relative to control (Table 1). 

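All 82 genes of Table 1 have counts in the deposited table, where Foxo3a is listed as Foxo3 and septin3 as Sept3. Over the libraries used in the paper, all 82 were tested and all 82 changed in the direction given in Table 1. Over all 6 libraries, 75 passed the filter on low counts and all 75 changed in that direction. The median size of their log2 fold change was 1.85 over the libraries used in the paper and 1.99 over all 6. These medians cover 82 and 75 genes and cannot be compared directly. Of the 75 genes tested in both sets, 46 had the larger change over the libraries used in the paper. FOXO3 KO 1 and 3 both lay above every WT library for 65 of the 65 increased genes, and both lay below every WT library for 16 of the 17 decreased genes, as the choice of these genes on the same libraries favours. The library labelled FOXO3 KO 2 lay above every WT library for 55 of the 65 and below every WT library for 12 of the 17. No gene of Table 1 passed an FDR of 0.05 over all genes tested by edgeR's quasi-likelihood test in either set of libraries, while an unadjusted p under 0.05 was reached by 81 of 82 genes over the libraries used in the paper and by 69 of 75 over all 6. Adjusted over the list alone, the same numbers of genes passed an FDR of 0.05, which is not independent evidence since the paper chose the list on these libraries. DESeq2 over the libraries used in the paper gave an adjusted p under 0.05 for 80 of the 82 genes and under 0.001 for 29, and over all 6 libraries it called 50. A log2 fold change beyond 1.5 in size was found for 57 of the 82 by DESeq2 over the libraries used in the paper.

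Of the genes that the paper tested by qPCR and describes as little studied in colonic disease, Stra6 was 0.415 ± 0.141 CPM (SD, n = 3) in WT and 2.83 ± 1.85 CPM (SD, n = 2) in FOXO3 KO 1 and 3, and 6.46 CPM in the library labelled FOXO3 KO 2. Its log2 fold change was 2.77 (standard error 0.58) over the libraries used in the paper and 3.28 (standard error 0.62) over all 6. Serpinh1 rose from 4.94 ± 1.04 CPM to 19.8 ± 8.78 CPM and was 41.7 CPM in FOXO3 KO 2, with log2 fold changes of 2.00 (standard error 0.35) and 2.46 (standard error 0.43). Lamb1 rose from 0.787 ± 0.141 CPM to 3.37 ± 0.958 CPM and was 5.91 CPM in FOXO3 KO 2, with log2 fold changes of 2.09 (standard error 0.35) and 2.41 (standard error 0.37). Nfe2l3 rose from 0.495 ± 0.174 CPM to 2.41 ± 0.750 CPM and was 5.80 CPM in FOXO3 KO 2. Olr1 rose from 7.99 ± 0.814 CPM to 17.0 ± 5.05 CPM and was 21.1 CPM in FOXO3 KO 2. For these 5 genes the library with Foxo3 at the WT level thus had the highest expression of all 6. Among the FOXO3 KO libraries all 5 were lowest in FOXO3 KO 1. Fibroblast markers had the same order, with median log2 differences from WT of 0.80, 1.22 and 2.87 in FOXO3 KO 1, 3 and 2. A larger share of fibroblasts was not tested for these 5 genes and stays open. Dnajc28 was 8.31 ± 0.736 CPM in WT, 3.77 ± 0.0771 CPM in FOXO3 KO 1 and 3 and 6.42 CPM in FOXO3 KO 2, with log2 fold changes of -1.14 (standard error 0.21) and -0.84 (standard error 0.27). Vsig10 was 6.93 ± 0.647 CPM in WT, 3.14 ± 0.480 CPM in FOXO3 KO 1 and 3 and 7.41 CPM in FOXO3 KO 2, within the WT range, with log2 fold changes of -1.14 (standard error 0.25) and -0.60 (standard error 0.39). Adjusted over all genes, edgeR's quasi-likelihood test gave these 7 genes an adjusted p between 0.718 and 0.793 over the libraries used in the paper and between 0.714 and 0.843 over all 6.

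**Figure D3:**
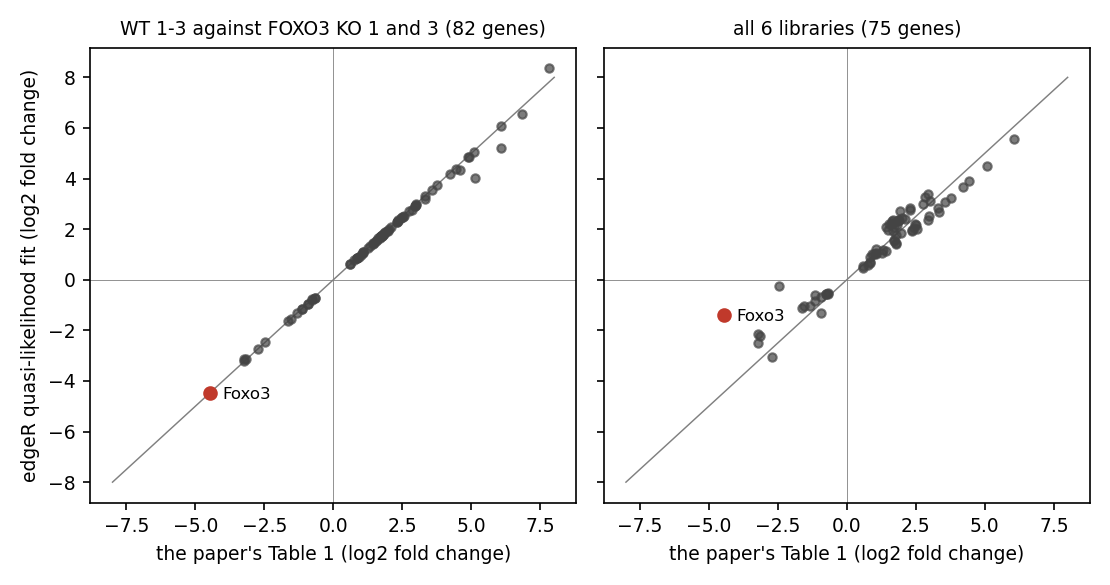
Log2 fold change of FOXO3 KO against WT for genes of Table 1 as the paper gives it (x axis) and as fitted here from the deposited counts (y axis), one point per gene, with the line of equal values; the left panel uses WT 1 to 3 and FOXO3 KO 1 and 3 (82 genes), the right panel all 6 libraries (75 genes). Foxo3, in red, moves from -4.46 in the left panel to -1.40 in the right panel.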

Principal component analysis (PCA) showed that MAC-FOXO3_82_ separated the transcriptomes from IBD samples according to their inflamed and control (non-inflamed) states with high significance (*p =* 5.2 × 10^−8^) (GSE4183, Figure 4A). Further, unsupervised hierarchal clustering of MAC-FOXO3_82_ separated transcriptomes from IBD samples into inflamed and non-inflamed groups (Figure 4B). Additionally, MAC-FOXO3_82_ separated cancer samples from normal with a high significance, as shown by PCA (*p =* 1.9 × 10^−11^) and unsupervised hierarchal clustering (TCGA, Figure 4C,D). In colon cancer patients, Kaplan–Meier estimates showed that increased MAC-FOXO3_82_ presence is associated with poor survival rates, increased risk of cancer recurrence, and distant metastasis (TCGA, Figure 4E). Together, these data demonstrated that the macrophage-FOXO3 axis is associated with both human IBD and colon cancer.

### 2.4. Expression of Select FOXO3-Dependent Genes in Peritoneal Macrophages

Next, we identified the top DEGs specific to FOXO3-deficient peritoneal macrophages relative to control shown in a heatmap, Figure 5A, many of which are also represented in MAC-FOXO3_82_. These DEGs were validated in FOXO3-deficient macrophages (vs WT) by qPCR, and their status was determined in publicly available transcriptomes of IBD and human colon cancer cohorts. It is important to consider that these DEGs may vary in expression in different subtypes of macrophages or in other cell types. 

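The paper does not state how many genes its heatmap shows, and the 100 genes with the smallest p were used here. Over the libraries used in the paper, 59 of the 100 from edgeR's quasi-likelihood test are in Table 1, and 74 of the 100 from DESeq2. Over all 6 libraries, 38 of the 100 from the quasi-likelihood test are in Table 1. Clustering of the libraries on z-scaled log2 expression of the 100 genes from all 6 libraries parted the 3 WT from the 3 FOXO3 KO libraries, which were the groups used to choose these genes. On the 100 genes with the smallest p from DESeq2 without FOXO3 KO 2, this library fell with the 3 WT libraries and apart from FOXO3 KO 1 and 3, by average and by complete linkage. On those from DESeq2 without FOXO3 KO 1 or without FOXO3 KO 3, the library left out fell with the other FOXO3 KO libraries. The last 2 choices of genes count FOXO3 KO 2 as FOXO3 KO, and these 3 clusterings were chosen after the data were seen.

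Among the genes with known roles in colonic disease that the paper tested by qPCR, Cxcr2 was 0.785 ± 0.172 CPM (SD, n = 3) in WT and 16.6 ± 3.08 CPM (SD, n = 2) in FOXO3 KO 1 and 3, and 2.23 CPM in the library labelled FOXO3 KO 2. Its log2 fold change was 4.40 (standard error 0.30, adjusted p = 0.105 from edgeR's quasi-likelihood test) over the libraries used in the paper and 3.90 (standard error 0.80, adjusted p = 0.714 from the same edgeR test) over all 6. S100a9 was 2.11 ± 3.03 CPM in WT, where WT 2 had 5.61 CPM, 141 ± 33.6 CPM in FOXO3 KO 1 and 3 and 6.93 CPM in FOXO3 KO 2, with log2 fold changes of 6.09 (standard error 1.34) and 5.55 (standard error 1.60). S100a8 was 7.21 ± 4.50 CPM in WT, 71.5 ± 16.5 CPM in FOXO3 KO 1 and 3 and 12.9 CPM in FOXO3 KO 2, with log2 fold changes of 3.31 (standard error 0.63) and 2.85 (standard error 0.82). Il1b was 5.15 ± 1.95 CPM in WT, 27.9 ± 1.72 CPM in FOXO3 KO 1 and 3 and 8.76 CPM in FOXO3 KO 2, with log2 fold changes of 2.44 (standard error 0.33) and 2.06 (standard error 0.51). Trem1 was 0.984 ± 0.0724 CPM in WT, 5.57 ± 0.197 CPM in FOXO3 KO 1 and 3 and 2.12 CPM in FOXO3 KO 2, with log2 fold changes of 2.50 (standard error 0.26) and 2.16 (standard error 0.42). In each of these 5 genes every FOXO3 KO library lay above every WT library, and the paper chose them as increased in these libraries. Cxcr2, S100a8, S100a9 and Trem1 are also expressed by neutrophils. As a list, the 12 genes tested by qPCR had a median log2 fold change of 2.35 over the libraries used in the paper (adjusted p = 0.0188 from limma's fry test) and of 2.43 over all 6 (adjusted p = 0.00488 from fry). Under camera with an estimated correlation the list passed an FDR of 0.05 over all 6, but not over the libraries used in the paper. Adjusted over the list alone, 12 of the 12 passed an FDR of 0.05 over the libraries used in the paper and 11 of the 12, all but Vsig10, over all 6; none did over all genes tested by edgeR's quasi-likelihood test, and the list was chosen by the paper on these libraries.

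**Figure D4:**
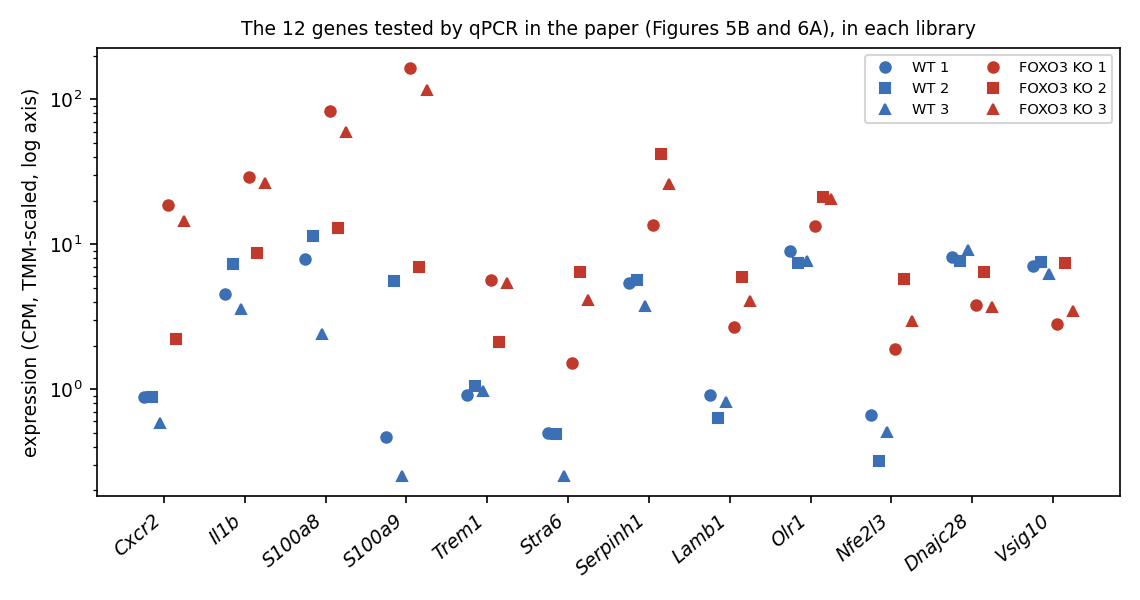
Expression in CPM (y axis, log scale) of the 12 genes that the paper tested by qPCR (x axis), one point per library, with WT in blue and FOXO3 KO in red. The library labelled FOXO3 KO 2 (red square) lies near the WT libraries for Cxcr2, Il1b, S100a8, S100a9 and Vsig10, and is the highest of the 6 for Stra6, Serpinh1, Lamb1, Olr1 and Nfe2l3.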

We found these DEGs with established roles in human colonic inflammation and tumorigenesis such as Interleukin 1 Beta (IL-1B), C-X-C Motif Chemokine Receptor 2 (CXCR2), S100 Calcium-binding Protein A8 (S100A8), S100 Calcium-binding Protein A9 (S100A9), and Triggering Receptor Expressed On Myeloid Cells 1 (TREM1) to be significantly increased in FOXO3-deficient macrophages (Figure 5B). Similar alterations in these DEGs were also seen in publicly available transcriptomes from human IBD and colon cancer (Figure 5C,D). These findings reveal that FOXO3 deficiency in macrophages significantly contributes to systemic transcriptional alteration found in IBD and colon cancer.

Furthermore, we validated DEGs in FOXO3-deficient macrophages, whose role in IBD and colon cancer is not yet well understood, including Stimulated By Retinoic Acid Gene 6 Protein Homolog (STRA6), Serpin Family H Member 1 (SERPINH1), Laminin Subunit Beta 1 (LAMB1), Oxidized Low-Density Lipoprotein Receptor 1 (OLR1), Nuclear Factor, Erythroid 2-like 3 (NFE2L3), DnaJ Heat Shock Protein Family (Hsp40) Member C28 (DNAJC28) and V-Set And Immunoglobulin Domain-containing 10 (VSIG10) (Figure 6A). These novel DEGs showed similar alterations in transcriptomes of human IBD and colon cancer, suggesting that they may play a role in these human pathobiologies (Figure 6B,C). These data establish loss of FOXO3-dependent novel genes in macrophages that may regulate these human pathobiologies.

## 3. Discussion

Obesity is a chronic inflammatory state associated with increased risk and progression of colon cancer [1,2,3]. Here, we demonstrated that the loss of FOXO3 in macrophages plays a critical role in obesity-mediated inflammation and tumorigenesis in the colon. We identified that the transcriptome of FOXO3-deficient peritoneal macrophages, similar to the transcriptome from mouse HFD obese colon, shared pathways with colonic inflammation and tumorigenesis. Furthermore, we showed the significance of a MAC-FOXO3_82_ transcriptional signature in human colonic inflammation (seen in IBD) and tumorigenesis (in colon cancer). Ultimately, we identified differentially expressed genes from FOXO3-deficient macrophages with established roles in both IBD and colon cancer, as well as novel genes whose roles in these colonic pathobiologies are not well understood. Together, these findings establish the significance of the loss of FOXO3 in macrophages in colonic pathobiologies and provide conceptual advances in our understanding of how obesity, via both its mediators and metabolites, promotes these disease processes.

We identified, in macrophages, alterations in gene expression dependent on the loss of FOXO3 that are associated with colonic inflammation and tumorigenesis. Macrophages play a central role in tissue homeostasis, including the colon [8,46]. Their polarization is accompanied by metabolic reprogramming, such as the pro-inflammatory subtype mainly shifting to glycolysis, whereas the anti-inflammatory subtype shifts to mitochondrial oxidative phosphorylation [47]. Furthermore, altered lipid metabolism in macrophages is associated with their inflammatory response [47], supporting their direct contribution to the immune-metabolic axis within tissues. Indirectly, these macrophages, by releasing cytokines and metabolites, can further facilitate colonic cells’ inflammatory and tumorigenic responses [8,46,48]. Increased malate, fumarate, citrate and glutamate metabolites in macrophages [47] can augment the immuno-metabolic axis in tissue. Moreover, as FOXO3 emerges as an important regulator of macrophage function [6,49] and controls metabolism in various cells [25,26], it is plausible that FOXO3 plays a central role in metabolic reprograming in macrophages. This critical immuno-metabolic function of FOXO3 is also seen in colonic cells [30,31]. Further, altered macrophages can impair barrier function, as seen in IBD, in addition to promoting the tumor microenvironment [16,50]. Our study showed that obesity mediators and metabolites lead to diminished levels of FOXO3 and increased macrophages in the colon, suggesting a central role of FOXO3 in metabolic reprogramming of both macrophages and intestinal epithelial cells. Consequently, macrophage metabolism is often abnormal in disease states, and their loss of FOXO3-mediated metabolic reprogramming presents a potential therapeutic target for colonic inflammation and tumorigenesis facilitated by obesity.

We validated select differentially expressed genes of FOXO3-deficient macrophages with established roles both in IBD and colon cancer. Increased IL-1B, a potent inflammatory mediator, is associated with promoting colonic inflammation and tumorigenesis [51,52]. In human cartilage, IL-1B causes a loss of FOXO3 [53], which suggests feedback between IL-1B and FOXO3. Further, CXCR2, essential for the maintenance, survival, and self-renewal of hematopoietic cells [54], is elevated with FOXO3 deficiency in macrophages. CXCR2 contributes to inflammation and tumorigenesis in several tissues, including the colon [55,56]. Additionally, S100A8/A9 plays a significant role in colonic inflammatory response and tumorigenesis [57,58]. Their high levels in inflamed tissue position them as a potential biomarker for IBD [59]. Further, TREM1, a membrane receptor in macrophages, drives the innate immune response against bacterial products, thus worsening the course of IBD [60]. In lung and colon cancer, increased TREM1 promotes tumorigenesis [61,62]. These findings establish a critical role of FOXO3 in macrophages, driving colonic inflammation and cancer.

We also identified several differentially expressed genes in FOXO3-deficient macrophages with unexamined roles in colonic inflammation and tumorigenesis. STRA6 regulates the homeostasis and uptake of retinol [63]. HFD-induced STRA6 expression in adipose tissue increases the secretion of inflammatory mediators [64]. As retinoic acid is important for immune cells associated with IBD [65], STRA6 is a novel regulator in these inflammatory processes. Further, polymorphisms in the STRA6 gene are associated with increased incidences and aggressive courses of non-small cell lung cancer [66]. One study shows that in mouse colon, HFD-mediated increased STRA6 may promote tumorigenesis via cancer stem cell populations [67]. Moreover, SERPINH1 is important in the regulation of the extracellular matrix [68]. Recent studies showed that in mouse models of colonic inflammation, SERPINH1 is expressed in infiltrating immune cells and plays a role in extracellular matrix remodeling that promotes colon cancer progression [69]. Additionally, LAMB1 is a member of laminins important for the integrity of the epithelial-stromal network. A genome-wide study (GWAS) identified LAMB1 as a possible driver in IBD pathogenesis through impaired barrier function [70,71,72]. One study showed increased blood levels of LAMB1 in colon cancer patients relative to controls, highlighting its potential biomarker properties [73]. Another FOXO3-dependent gene in macrophages, the transcription factor NFE2L3 [74], is implicated in colonic inflammation and tumorigenesis. Increased expression of NFE2L3 is seen in ulcerative colitis and colon cancer [75,76,77]. Furthermore, OLR1, a low-density lipoprotein receptor with immune response function, is found to be expressed in human intestinal epithelial cells and is involved in the regulation of barrier function [78,79]. Increased expression of OLR1 in pancreatic and colon cancer has been associated with metastasis and poor prognosis [80,81,82]. Furthermore, the roles of VSIG10 and DNAJC28, which may be involved in stem cell function [83,84], in IBD and colon cancer, remain unknown. These novel FOXO3-dependent genes in macrophages provide a basis for conceptual advances in diagnostic medicine and targeted therapy in human pathobiologies.

Obesity, associated with systemic inflammation and increased risk and progression of colon cancer, is increasingly prevalent both in the industrialized and developing world [1,2,3]. Obesity mediators and metabolites affect immune cell populations such as macrophages, thereby promoting inflammation and providing a niche for tumor progression [18,19,39,85]. Additionally, obesity has a wider implication in metabolic disorders such as type II diabetes, hypertension and coronary artery diseases in which macrophages play a significant role in the development of inflammatory response and insulin resistance [39,40,86]. Here we showed that obesity, whether directly or indirectly, drives colonic inflammation and tumorigenesis through the inactivation of FOXO3 in macrophages. Additionally, we established the significance of the macrophage-FOXO3 axis in both IBD and colon cancer. In future studies, the novel differentially expressed genes that we have identified, which are FOXO3-dependent in macrophages, will be examined for their roles in these colonic pathobiologies. Moreover, as macrophage subpopulations vary in different tissue, it is important to note that this macrophage-FOXO3 axis can be extrapolated to other macrophage subtypes in obesity-related disorders. Further findings would expand our understanding of mechanisms involved in obesity-related disorders mediated by the macrophage-FOXO3 axis, help us identify key regulators of other metabolic disorders and develop individualized treatment options.

## 4. Materials and Methods

### 4.1. Human IBD and Colon Cancer Samples

Publicly available transcriptomes obtained from inflammatory bowel disease included control and inflamed colon samples (*n* = 23; GSE4183). Additionally, publicly available transcriptomic data was obtained from colon cancer patients from two cohorts, including normal colon and tumors (*n* = 29, GSE4183, GSE141174). Moreover, publicly available transcriptomic data of colon cancer patients, including normal controls, were utilized (*n* = 498, TCGA). These data are acquired using NCBI’s GEO2R.

### 4.2. Mice

Mice, strain C57BL/6, male and female, were housed in microisolator cages under pathogen-free conditions at Tulane University School of Medicine. Both wildtype (WT) and FOXO3 knockout (FOXO3 KO) [87] mice had free access to standard chow diet and water. All littermates were genotyped to identify homozygous WT and FOXO3 KO [87], according to the guidelines of Tulane Institutional Animal Care and Use Committee.

Additionally, mice (57BL/6 strain) obtained from Jackson laboratory (6 weeks old) were housed at Tulane University School of Medicine. One group of mice were maintained on a standard chow diet and the other on a high-fat chow diet, 60% kcal/fat (D12492). For a period of 20 weeks, mice from both diet groups consistently gained weight; however, the weight of mice on a high-fat diet was more than 50% higher than mice on a regular diet [41]. Colons from these mice were utilized for protein extraction and transcriptomic analysis. Transcriptomes, previously acquired [41], from colons of high-fat-diet obese mice compared to regular diet (*n* = 3 for each group) are available through NCBI’s Sequence Read Archive (SRP093363).

Moreover, publicly available transcriptomes obtained from mice with colonic inflammation (*n* = 3) and dysplasia (*n* = 3) were utilized (GSE31106).

### 4.3. Mouse Peritoneal Macrophage

Experimental mice (six- to eight-weeks old) were injected intraperitoneally with 3% thioglycollate solution (Thermofisher, Waltham, MA, USA), which causes a peritoneal inflammatory response that allows for macrophage maturation [43,44]. After four days, mouse peritoneal cells, predominantly macrophages [43,88], were harvested from the abdominal cavity and pelleted (4 °C for 10 min).

### 4.4. RNA Isolation and cDNA Synthesis

Total RNA from harvested macrophages was isolated using the miRNeasy kit (Zymo Research, Irvibe, CA, USA), following the manufacturer’s instructions. RNA was assessed for quality by Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Samples having RNA integrity numbers (RIN) more than 7 were utilized. RNA was then reverse transcribed to cDNA with qScipt cDNA SuperMix (Quantabio, Bevely, MA, USA).

### 4.5. qPCR

cDNA was generated from macrophages and used for qPCR as described previously [41]. The primers used for amplification of mouse cDNA are as follows: (mIL-1B-FOR 5′-TGCCACCTTTTGACAGTGATG-3′, mIL-1B-REV 5′-TTCTTGTGACCCTGAGCGAC-3′, mCXCR2-FOR 5′-GCTCACAAACAGCGTCGTAG-3′, mCXCR2-REV 5′-ATGGGCAGGGCCAGAATTAC-3′, mS100A8-FOR 5′-ATCCTTTGTCAGCTCCGTCTTC-3′, mS100A8-REV 5′-CTTCTCCAGTTCAGACGGCA-3′, mS100A9-FOR 5′-CTGCATGAGAACAACCCACG-3′, mS100A9-REV 5′-TCCCTTTAGACTTGGTTGGGC-3′, mTREM1-FOR 5′- ACAGAGGCAGTCGTTGGAG-3′, mTREM1-REV 5′-AGTGAACACATCTGAAGAACCTGAG-3′, mSTRA6-FOR 5′-GGTTCTTAAAGCAGGTGTGGG-3′, mSTRA6-REV 5′-ATGCTCCAGCTCTTCTTCCTAAC-3′, mVSIG10-FOR 5′-GGTTGAGTGTGAAAGAACCGC-3′, mVSIG10-REV 5′-GCGGTCTAAGTTCCCGTTGA-3′, mSERPINH1-FOR 5′-CCCGGCCCAGAATGAAAAAG-3′, mSERPINH1-REV 5′-TGGCTTTACCACCCAGTGAC-3′, mLAMB1-FOR 5′-GTGAGGAGAACAAAGTAGTTAAGCG-3′, mLAMB1-REV 5′-TGCCTGTCTTTTCTTCGGGT-3′, mNFE2L3-FOR 5′-TCTGTTGAGCTTGGTAGGGC-3′, mNFE2L3-REV 5′-CGAAGCCGAGAAGGGGTTAG-3′, mOLR1-FOR 5′-TGAAGCCTGCGAATGACGAG-3′, mOLR1-REV 5′-GGTTGGGAGACTTTGGAGGG-3′,mDNAJC28-FOR 5′-CCCATCACGTCTGTGAAGATCA-3′, mDNAJC28-REV 5′-GTTGGCGAAGAACTCCCTC-3′. The comparative Ct method was used to determine mRNA levels with GAPDH as a housekeeping control. cDNA was quantified using the C1000 Thermal Cycler system (Bio-Rad, Hercules, CA, USA) and PerfeCTa SYBR Green FastMix (Quantabio, USA).

### 4.6. Protein Extraction and Immunoblot

Protein extraction and immunoblots were performed as described previously [30,31,41]. The following specific antibodies against proteins were used: phosphorylated FOXO3 (Ser253) (Cell Signaling, Danvers, MA, USA) and β-actin (Cell Signaling). IRDye conjugated secondary antibodies (LI-COR, Lincoln, NE, USA) were used for protein visualization through the ChemiDoc MP imaging system (Bio-rad).

### 4.7. RNA Sequencing and Differential Expression Testing

RNA sequencing (RNA-seq) was performed as described before [38,41]. The sequencing data and the experiment design have been submitted to NCBI’s Sequence Read Archive, which are publicly available under study accession number GSE198058.

### 4.8. Transcriptome and Pathway Analysis

Data analysis for RNA-seq was performed using Ingenuity Pathway Analysis (IPA) (Qiagen, Germantown, MD). Differentially expressed genes (DEGs) meeting an expression threshold of >|1.5|-fold change relative to control and a false discovery rate (FDR) of less than 0.05 were entered into IPA. Clustered heatmaps of z-scaled transcripts per million (TPM) values for the top genes across all samples were generated using a Python data visualization package (Seaborn). TCGA network data was utilized for the expression of select transcripts (https://cistrome.shinyapps.io/timer, accessed on 10 October 2021) [89].

### 4.9. Hierarchical Clustering

Hierarchical clustering of transcriptomes from FOXO3-deficient macrophages relative to other experimental groups was performed using an uncentered correlation as a symmetric matrix, Pearson correlation for the similarity measure and complete linkage using Cluster3 software 38. The heatmaps were visualized with JavaTree software 39 (1.2.0 version, https://sourceforge.net/projects/jtreeview/files/jtreeview/1.2.0/ accessed on 10 October 2021)

### 4.10. Principal Component Analysis and Transcriptional Signature score

Principal component analysis (PCA) of FOXO3-deficient macrophage signatures with IBD (GSE4183) and human colon cancer (TCGA) transcriptomes was performed by FactoMineR R package with the PCA function. Percentage of variation and the first two coordinates of the above-mentioned samples were plotted. The following formula was utilized for the summary of multicohort signature in a single value:

Score = mean[log2(x + 1 m)]

where ‘x’ represents the expression of transcript, and ‘m’ represents the median of transcripts [90].

### 4.11. CIBERSORT

For quantification of macrophages in mouse colonic tissue, a computational method (CIBERSORT) was utilized for the assessment of RNA-seq [42]. For this purpose, mixture files of transcript per million from RNA-seq data were created, followed by generation of a specific murine immune cell and colonic cell signature along with phenotype files and reference in accordance to CIBERSORT specification (http://cibersort.stanford.edu, accessed on 10 May 2021) by employing the RNA-seq run accession numbers as previously described [38]. Values with a significance threshold (*p <* 0.05) were included in the analysis.

### 4.12. Statistical Analysis

All results are represented as means ± S.E. The statistical analysis of experiments was carried out by Student’s unpaired t-test or through ANOVA for one-war analysis of variance as well as Student–Newman–Keuls post-test in Graph Pad Software. A *p*-value of <0.05 was considered significant.

## Figures and Tables

**Figure 1:**
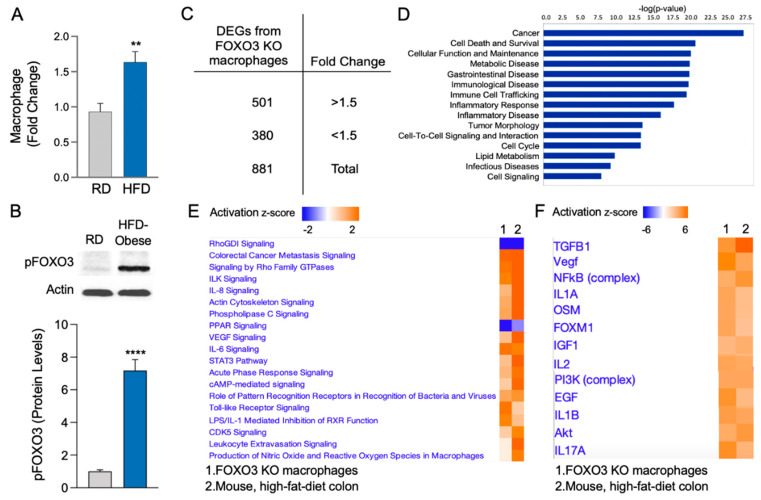
High-fat-diet obesity in mice results in an increased presence of colonic macrophages along with loss of FOXO3. (**A**) Transcriptomes from colon of high-fat-diet (HFD) obese mice showed augmented macrophage presence relative to control mice (regular diet, RD) colon (CIBERSORT, *n* = 3 per group, ** *p <* 0.01). (**B**) Colons of mice fed with HFD showed increased phosphorylation of FOXO3 compared to colons of control mice (RD). Actin was used as a loading control. Graph represents pFOXO3 densitometric quantification (*n* = 3 per group, **** *p <* 0.0001). (**C**) Differentially expressed genes (DEGs) from FOXO3-deficient macrophages relative to control (*n* = 3 for each group, FC > |1.5|, FDR < 0.05). (**D**) Top diseases and pathways affected by FOXO3-deficient macrophages relative to control (*p <* 0.05, IPA). (**E**,**F**) Top canonical pathways and upstream regulators affected by FOXO3-deficient macrophages, which are altered in HFD obese mouse colon (SRP093363) (*n* = 3 per group, *p <* 0.05, IPA).

**Figure 2:**
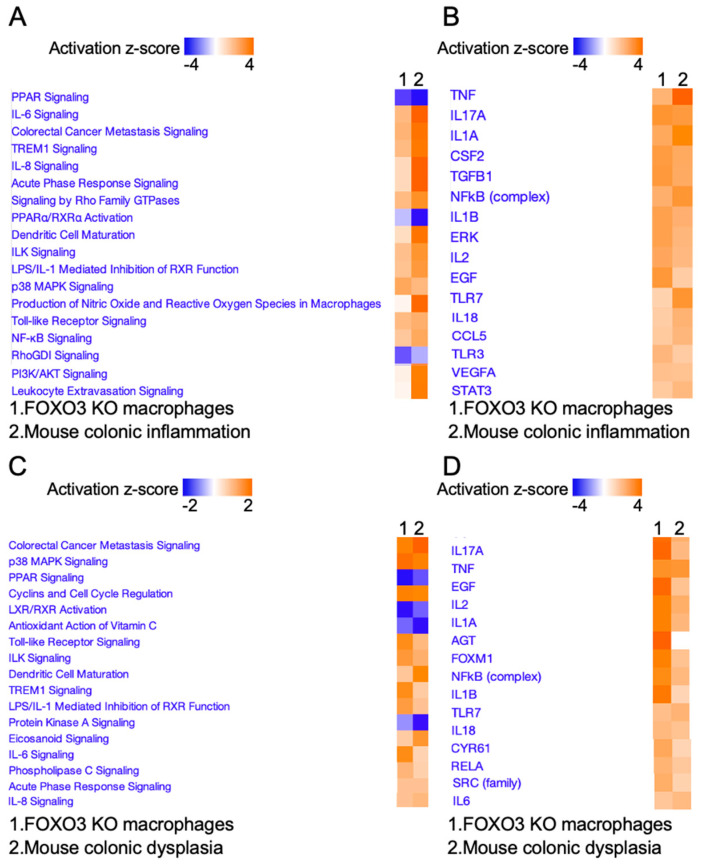
FOXO3 deficiency in macrophages links to mouse colonic inflammation and dysplasia. (**A**,**B**) Top canonical pathways and upstream regulators affected by FOXO3-deficient macrophages which are altered in mouse inflamed colonic tissue (*n* = 3, GSE31106, *p <* 0.05, IPA). (**C**,**D**) Top canonical pathways and upstream regulators affected by FOXO3-deficient macrophages which are altered in mouse dysplastic colonic tissue (*n* = 3, GSE31106, *p <* 0.05, IPA).

**Figure 3:**
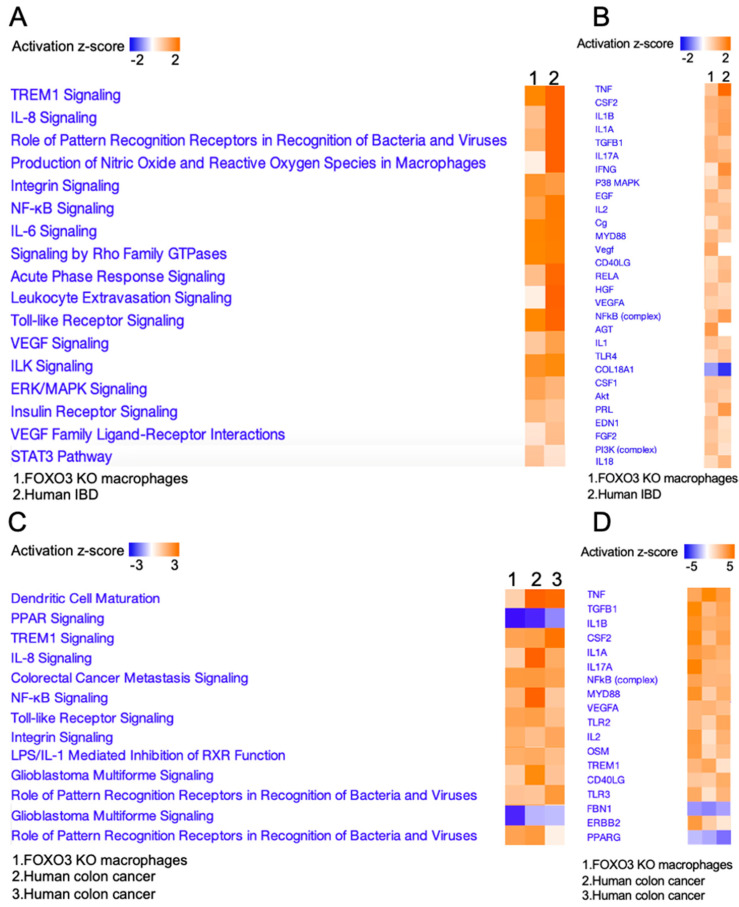
Transcriptome of FOXO3-deficient macrophages is significantly prevalent in IBD and human colon cancer. (**A**,**B**) Similar pathways and upstream regulators associated with DEGs representing FOXO3 deficient macrophages and IBD (*n* = 23, GSE4183, *p <* 0.05, IPA). (**C**,**D**) Similar pathways and upstream regulators associated with DEGs representing FOXO3-deficient macrophages and human colon cancer relative to normal colon (*n* = 29, GSE4183, GSE141174, *p <* 0.05, IPA).

**Figure 4:**
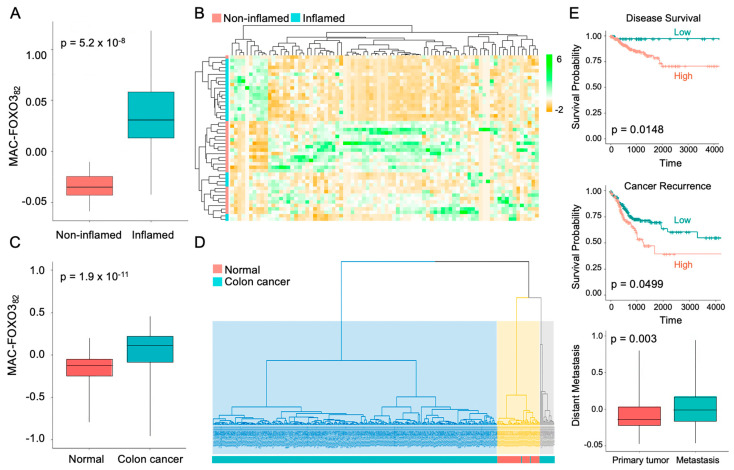
MAC-FOXO3_82_ signature in IBD and colon cancer. (**A**,**B**) Principal component analysis (PCA) of inflamed IBD and matched non-inflamed control transcriptomes with the MAC-FOXO3_82_ signature was performed to estimate variation between samples. Two-axis values of the PCA showed the MAC-FOXO3_82_ significantly differentiated inflamed IBD from matched non-inflamed control tissue. DEGs representing MAC-FOXO3_82_ signature on y-axis and IBD samples on x-axis (*n* = 23, GSE4183, *p* = 5.2 × 10^−8^). Hierarchical clustering, as shown by representative heatmap, revealed two distinct clusters of IBD samples separated by MAC-FOXO3_82,_ differentiating between inflamed IBD and matched non-inflamed control transcriptomes. DEGs representing MAC-FOXO3_82_ signature on x-axis and human IBD samples on y-axis (*n* = 23, GSE4183). (**C**,**D**) Principal component analysis (PCA) of human colon cancer and matched normal (control) colonic tissue transcriptomes with the MAC-FOXO3_82_ signature was performed to estimate variation between samples. Two-axis values of the PCA showed MAC-FOXO3_82_ significantly differentiated human colon cancer from matched normal (control tissue) (*n* = 498, TCGA, *p* = 1.9 × 10^−11^). Hierarchical clustering, as shown by representative heatmap, revealed two distinct clusters of human colon cancer samples separated by MAC-FOXO3_82_ differentiating between human colon cancer and matched normal control transcriptomes (*n* = 498, TCGA). (**E**) Increased MAC-FOXO3_82_ signature presence in colon cancer patients is associated with poor survival rates (*p =* 0.0148), increased risk of cancer recurrence (*p =* 0.0499), and distant metastasis (*p =* 0.003) (Kaplan–Meier survival analysis).

**Figure 5:**
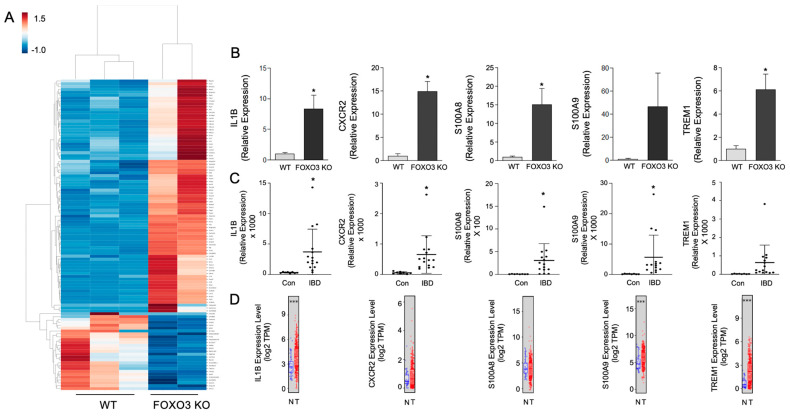
FOXO3-mediated differentially expressed genes in macrophages with established roles in IBD and colon cancer. (**A**) A heatmap of the top DEGs specific to FOXO3-deficient peritoneal macrophages relative to control (>|1.5|-fold change, FDR < 0.05). (**B**) Validation of select FOXO3 dependent IL-1B, CXCR2, S100A8, S100A9 and TREM1 transcripts in macrophages (qPCR, *n* = 3, * *p <* 0.05). (**C**,**D**) Altered IL-1B, CXCR2, S100A8, S100A9 and TREM1 levels in IBD and human colon cancer patient transcriptomes (*n* = 23, GSE4183; *n* = 498, TCGA, * *p <* 0.05, *** *p <* 0.001).

**Figure 6:**
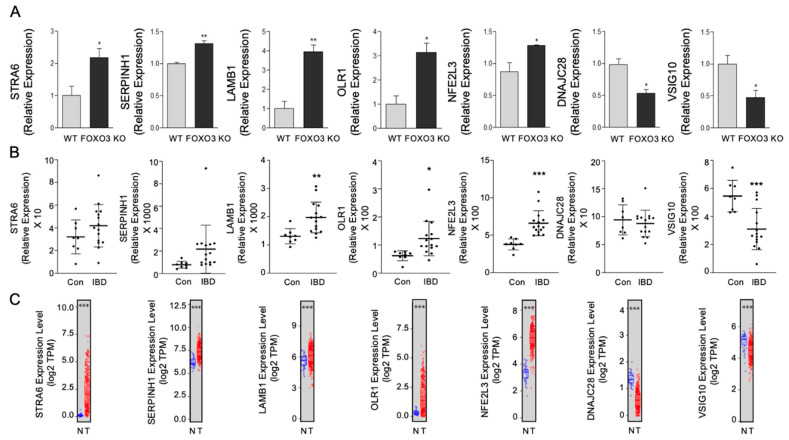
FOXO3-mediated differentially expressed genes in macrophages with unexplored roles in IBD and colon cancer. (**A**) Validation of select FOXO3-dependent STRA6, SERPINH1, LAMB1, OLR1, NFE2L3, DNAJC28 and VSIG10 transcripts in macrophages (qPCR, *n* = 3, * *p <* 0.05, ** *p <* 0.01). (**B**,**C**) Altered STRA6, SERPINH1, LAMB1, OLR1, NFE2L3, DNAJC28 and VSIG10 levels in human IBD and colon cancer patient transcriptomes (*n* = 23, GSE4183; *n* = 498, TCGA, * *p <* 0.05, ** *p <* 0.01, *** *p <* 0.001).

**Table 1:** Differentially expressed genes of MAC-FOXO3_82_ in FOXO3-deficient mouse macrophages relative to control (*n* = 3, FC ≥|1.5|, *p <* 0.001).

	Gene	Gene Name	FC	*p*-Value
1	*Stfa1*	Stefin-A 1	225.6	4.8 × 10^−^^8^
2	*Entpd3*	Ectonucleoside Triphosphate Diphosphohydrolase 3	113.6	3.0 × 10^−^^9^
3	*Amer2*	APC Membrane Recruitment Protein 2	67.7	7.6 × 10^−^^10^
4	*S100a9*	S100 Calcium Binding Protein A9	66.7	1.1 × 10^−^^4^
5	*Mrgpra2b*	MAS Related GPR Family Member X2	35.3	2.4 × 10^−^^4^
6	*Asprv1*	Aspartic Peptidase Retroviral-like 1	33.9	7.5 × 10^−^^18^
7	*Sycp2*	Synaptonemal Complex Protein 2	30.2	1.6 × 10^−^^13^
8	*Chil1*	Chitinase 3-like 1	29.5	1.4 × 10^−^^6^
9	*Olfm4*	Olfactomedin 4	24.3	6.2 × 10^−^^8^
10	*Cxcr2*	C-X-C Motif Chemokine Receptor 2	21.5	8.4 × 10^−^^35^
11	*Catspere2*	Catsper Channel Auxiliary Subunit Epsilon	18.6	9.7 × 10^−^^5^
12	*Il1f9*	Interleukin 1 Family, Member 9	13.6	5.9 × 10^−^^13^
13	*Amd2*	Adenosylmethionine Decarboxylase 1 Pseudogene 2	11.8	2.6 × 10^−^^34^
14	*Alas2*	5′-Aminolevulinate Synthase 2	10.1	1.9 × 10^−^^5^
15	*S100a8*	S100 Calcium-binding Protein A8	9.9	4.9 × 10^−^^7^
16	*Steap4*	Six-Transmembrane Epithelial Antigen Of Prostate 4	8.0	2.1 × 10^−^^12^
17	*Il1r2*	Interleukin 1 Receptor Type 2	7.9	6.6 × 10^−^^8^
18	*Hba-a2*	Hemoglobin Subunit Alpha 2	7.7	3.1 × 10^−^^6^
19	*Slc38a4*	Solute Carrier Family 38 Member 4	7.7	3.9 × 10^−^^8^
20	*Stra6*	Stimulated By Retinoic Acid 6	7.2	3.7 × 10^−^^5^
21	*Col24a1*	Collagen Type XXIV Alpha 1 Chain	6.7	9.3 × 10^−^^6^
22	*Hba-a1*	Hemoglobin Subunit Alpha 1	5.9	1.7 × 10^−^^7^
23	*Trem1*	Triggering Receptor Expressed On Myeloid Cells 1	5.7	1.2 × 10^−^^15^
24	*Lin28a*	Lin-28 Homolog A	5.6	1.5 × 10^−4^
25	*Il1b*	Interleukin 1 Beta	5.4	1.5 × 10^−^^9^
26	*Ambp*	Alpha-1-Microglobulin/Bikunin Precursor	5.1	2.3 × 10^−^^4^
27	*Ifitm1*	Interferon-induced Transmembrane Protein 1	5.1	5.8 × 10^−^^5^
28	*Nfe2l3*	Nuclear Factor, Erythroid 2-like 3	4.9	1.9 × 10^−^^5^
29	*Kirrel*	Kin Of Irregular Chiasm-like Protein 1	4.9	9.2 × 10^−^^5^
30	*Lamb1*	Laminin Subunit Beta 1	4.3	6.0 × 10^−^^7^
31	*Serpinh1*	Serpin Peptidase Inhibitor, Clade H, Member 1,	4.0	1.7 × 10^−^^6^
32	*Adamts1*	ADAM Metallopeptidase With Thrombospondin Type 1 Motif 1	3.9	1.8 × 10^−^^4^
33	*Pkhd1l1*	Polycystic Kidney and Hepatic Disease 1-like 1	3.8	1.8 × 10^−^^4^
34	*Fads2*	Fatty Acid Desaturase 2	3.7	6.2 × 10^−^^6^
35	*Col1a1*	Collagen Type I Alpha 1 Chain	3.6	2.5 × 10^−^^4^
36	*Dmkn*	Dermokine	3.6	4.0 × 10^−^^5^
37	*Rbp1*	Retinol-binding Protein 1	3.5	7.2 × 10^−^^5^
38	*Tcaf1*	TRPM8 Channel Associated Factor 1	3.4	9.0 × 10^−^^8^
39	*Hpgd*	15-Hydroxyprostaglandin Dehydrogenase	3.4	2.1 × 10^−^^7^
40	*septin3*	Neuronal-specific Septin-3	3.4	6.2 × 10^−^^5^
41	*Nr4a3*	Nuclear Receptor Subfamily 4 Group A Member 3	3.3	5.8 × 10^−^^7^
42	*Ccl2*	C-C Motif Chemokine Ligand 2	3.3	3.1 × 10^−^^5^
43	*Ltbp2*	Latent Transforming Growth Factor Beta-binding Protein 2	3.3	1.6 × 10^−^^4^
44	*Dclk1*	Doublecortin-like Kinase 1	3.2	3.6 × 10^−^^6^
45	*Map1b*	Microtubule Associated Protein 1B	3.2	2.2 × 10^−^^4^
46	*Wt1*	Wilms Tumor 1	3.2	4.1 × 10^−^^5^
47	*Col1a2*	Collagen Type I Alpha 2 Chain	3.1	1.9 × 10^−^^4^
48	*Ptprf*	Protein Tyrosine Phosphatase Receptor Type F	3.0	2.2 × 10^−^^4^
49	*Krt19*	Keratin 19	2.9	1.0 × 10^−^^4^
50	*Arhgef17*	Rho-specific Guanine-Nucleotide Exchange Factor	2.8	1.5 × 10^−^^4^
51	*Il1r1*	Interleukin 1 Receptor Type 1	2.7	6.3 × 10^−^^5^
52	*Treml4*	Triggering Receptor Expressed On Myeloid Cells-like 4	2.7	1.9 × 10^−^^4^
53	*Vcan*	Versican	2.5	1.3 × 10^−^^5^
54	*Klrb1b*	Killer Cell Lectin-like Receptor B1	2.4	2.9 × 10^−^^5^
55	*Olr1*	Oxidized Low Density Lipoprotein Receptor 1	2.1	2.8 × 10^−^^4^
56	*Pram1*	PML-RARA Regulated Adaptor Molecule 1	2.1	2.2 × 10^−^^5^
57	*Ccnb1*	Cyclin B1	2.1	1.9 × 10^−^^4^
58	*Npl*	N-Acetylneuraminate Pyruvate Lyase	2.0	6.2 × 10^−^^5^
59	*Cdk1*	Cyclin-dependent Kinase 1	1.9	1.5 × 10^−^^4^
60	*Tbc1d16*	TBC1 Domain Family Member 16	1.8	7.4 × 10^−^^5^
61	*Dab2*	DAB Adaptor Protein 2	1.8	3.1 × 10^−^^7^
62	*Nfil3*	Nuclear Factor, Interleukin 3 Regulated	1.8	2.9 × 10^−^^5^
63	*Tbc1d4*	TBC1 Domain Family Member 4	1.7	1.2 × 10^−^^4^
64	*Samsn1*	SAM Domain, SH3 Domain And Nuclear Localization Signals 1	1.5	2.6 × 10^−^^5^
65	*Kcnk13*	Potassium Two Pore Domain Channel Subfamily K Member 13	1.5	1.4 × 10^−^^4^
66	*Fmo5*	Flavin Containing Dimethylaniline Monoxygenase 5	−1.6	1.2 × 10^−^^4^
67	*Ip6k1*	Inositol Hexakisphosphate Kinase 1	−1.6	8.4 × 10^−^^5^
68	*Wdr45*	WD Repeat Domain 45	−1.7	2.2 × 10^−^^5^
69	*Serinc5*	Serine Incorporator 5	−1.7	3.2 × 10^−^^5^
70	*Mrgprx2*	MAS-Related GPR Family Member X2	−1.9	3.7 × 10^−^^1^
71	*Maml2*	Mastermind-like Transcriptional Coactivator 2	−1.9	7.2 × 10^−^^5^
72	*Vsig10*	V-Set And Immunoglobulin Domain-containing 10	−2.2	4.5 × 10^−^^5^
73	*Dnajc28*	DnaJ Heat Shock Protein Family (Hsp40) Member C28	−2.2	7.9 × 10^−^^7^
74	*Rab6b*	RAB6B, Member RAS Oncogene Family	−2.5	2.5 × 10^−^^5^
75	*Ypel3*	Yippee Like 3	−2.9	4.2 × 10^−^^19^
76	*Armc2*	Armadillo Repeat-containing 2	−3.1	2.8 × 10^−^^6^
77	*Cdkn2a*	Cyclin-dependent Kinase Inhibitor 2A	−5.5	8.4 × 10^−^^6^
78	*Slc15a2*	Solute Carrier Family 15 Member 2	−6.6	1.0 × 10^−^^4^
79	*Clec2g*	C-Type Lectin Domain Family 2 Member D	−8.9	2.1 × 10^−^^20^
80	*Camk2b*	Calcium/Calmodulin-dependent Protein Kinase II Beta	−9.4	3.2 × 10^−^^11^
81	*Slc25a27*	Solute Carrier Family 25 Member 27	−9.4	4.3 × 10^−^^6^
82	*Foxo3a*	Forkhead Box O3	−22.0	8.1 × 10^−^^43^

## Data Availability

The data presented in this study are available on request from the corresponding author. The data are not publicly available due to privacy restrictions.

How the deposited data were processed for this re-analysis (not part of the article)

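RNA-seq of thioglycollate-elicited peritoneal cells from 3 WT and 3 FOXO3 KO mice was analysed from the authors' deposited table of estimated counts, which lists 54648 gene symbols for 6 libraries. The authors had assigned reads to genes before they deposited the estimated counts, which carry no normalization. The paper refers to earlier work for its sequencing methods, and the aligner, the counting program, the annotation and the genome build are not given in the sources used here, so no coordinates are printed. Of the values, 81.4% lay within 0.01 of a whole number, and all were rounded. The table names genes by symbol only; 99.0% of the symbols were found in the GENCODE M21 annotation of GRCm38, which was used only to find which genes neighbour Foxo3 and what type of gene each symbol is. Genes that share reads with near-identical copies, such as the globins, the stefin A genes and processed pseudogenes, depend on how the authors' counting shared those reads.

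Library totals were between 28083572 and 36424331 counts. Between 23879 and 25799 symbols had a count in a library, and the 10 largest genes took between 4.90% and 7.50% of the counts. The groups were compared with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood test (glmQLFit and glmQLFTest) after filterByExpr and TMM, with Benjamini-Hochberg adjustment over all genes tested. The common dispersion was 0.103. Standard errors of log2 fold changes in edgeR fits were computed as the size of the log2 fold change over the square root of the test statistic. DEGs were counted at a fold change over 1.5 and an FDR under 0.05, the thresholds stated by the paper, and panel genes at a fold change over 1.5 and an adjusted p under 0.001. The heading of Table 1 and the text of the paper differ on whether 1.5 is a linear or a log2 fold change, so both were tried. Lists of genes were tested with camera (preset correlation 0.01), fry and camera with an estimated correlation from limma 3.58.1, adjusted over the 21 lists. These were markers of neutrophils, macrophages, eosinophils, mast cells, B cells, T cells, NK cells, dendritic cells, red blood cells, mesothelial cells and fibroblasts; the genes of Table 1 typical of neutrophils, of mesothelial cells and fibroblasts, and of red blood cells; and genes of inflammatory response, lipid metabolism, cell cycle, FoxO targets, the other FoxO genes, sex-linked genes and the 12 genes tested by qPCR in the paper. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for the remaining tables.

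The test, the thresholds, the lists of genes, the alternatives and the rule for the genes named in the text were chosen before the data were examined, and after Table 1 of the paper was read. The rule names Foxo3, the 12 genes tested by qPCR, Table 1 genes discussed as a list, members of the fixed lists, and the 5 largest increases and decreases among DEGs whose groups do not overlap; the last part named no gene, since the quasi-likelihood test called none. Genes named outside this rule were chosen after their values were seen. Alternatives were the likelihood ratio test of edgeR, DESeq2 1.42.0, limma-voom, upper-quartile factors, library size without factors, no filter and a stricter filter on low counts (at least 10 counts in at least 3 libraries), the replicate number as a block, each library left out in turn, a covariate for the split of the libraries by Xist, and sex-linked genes left out. Fits that leave out FOXO3 KO 2 or WT 3 together with another tool or covariate, and DESeq2 with the covariate over all 6 libraries, were added after the data were seen.

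The tests of genes and of lists were run on simulated counts with the means, library sizes and estimated spread of these libraries and 200 genes changed by known folds. For 3 WT against 3 FOXO3 KO libraries, edgeR's quasi-likelihood test recovered 57.4% of 195 changed genes, with 9.68% of its calls false; the likelihood ratio test recovered 73.3% with 33.2% false, DESeq2 recovered 72.5% of 200 with 40.8% false, and limma-voom recovered 54.9% with 8.55% false. Of 66 genes changed 8-fold, the quasi-likelihood test recovered 62. With 3 WT against 2 FOXO3 KO libraries, it recovered 57 of 67 such genes. In both cases the spread was estimated over all 6 libraries, with FOXO3 KO 2 counted as FOXO3 KO. In simulated lists of 20 genes, camera, fry and camera with an estimated correlation each called the 1 list changed 2-fold, with 3 or with 2 FOXO3 KO libraries, and of 20 unchanged lists camera called 1 and the others 0. The simulated genes vary independently of each other, and the last 2 of these list tests were simulated after the data were seen.

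Expression was given as CPM of the TMM-scaled library size. Positions between groups were measured on log2(CPM + 0.5), and list medians per library on edgeR's log2 CPM with a prior count of 2. The paper's colon, human and qPCR data, its pathway analysis and its comparisons with other cohorts were not analysed here.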

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

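The marker lists used here were fixed beforehand, but the choice to look at single libraries was made after the values were seen, as were the tests of the genes outside Table 1.

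Fibroblast markers stood out in the library labelled FOXO3 KO 2, which was taken here to be left out of the paper's heatmap and Table 1. The median log2 difference of the 7 tested markers from the WT mean was 2.87 in this library, against 0.80 in FOXO3 KO 1 and 1.22 in FOXO3 KO 3, and all 7 were above WT. Col3a1 was 174 CPM in this library and between 13.8 and 31.9 CPM in the other 5, and Dcn was 90.1 CPM against 7.33 to 24.4 CPM. Stra6, Serpinh1, Lamb1, Nfe2l3 and Olr1 were also highest in this library. A larger share of fibroblasts and mesothelial cells in the harvested peritoneal cells is a candidate explanation. Across all 6 libraries, mesothelial and fibroblast markers that are not in Table 1 had a median log2 fold change of 1.98, with 12 of 14 above 0, as a larger share of such cells in FOXO3 KO would need. Mesothelial markers alone moved less, with median log2 differences from the WT mean of 0.27, 1.24 and 0.62 in FOXO3 KO 1, 2 and 3. WT 3 lay 0.61 above the other WT libraries, so the pooled median speaks less for mesothelial cells than for fibroblasts. Without FOXO3 KO 2 the median of the 14 markers was 0.85, with 10 of 14 above 0, so much of the difference rests on this library, and under fry neither list passed an FDR of 0.05. Because this library has Foxo3 at the WT level, the rise does not follow Foxo3. Whether loss of FOXO3 changes the share of these cells, or their expression, stays open, and a difference in how the cavity was washed was not tested.

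DESeq2 called 109 genes over the libraries used in the paper (fold change over 1.5, adjusted p under 0.05), of which 29 are not among the genes that the paper discusses in Table 1. Of these 29, 17 were increased and 12 decreased. They include Hbb-bs, Hbb-bt and Stfa2l1, members of the fixed lists, and, chosen after their values were seen, Trem3, Tarm1 and 2610035D17Rik. Of the 109, 92 are protein-coding in GENCODE M21 and 8 are processed pseudogenes, whose counts depend on how reads shared with the parent gene were assigned. On simulated counts of as many libraries 39.9% of DESeq2's calls were false (6.08% where the spread between libraries was lowered). That spread was estimated over all 6 libraries, so this share may not hold here. On the libraries used in the paper, edgeR's quasi-likelihood test called 0 genes without a covariate (440 increased and 146 decreased at an unadjusted p under 0.05). With the sex covariate it called 15 of the 109. 2610035D17Rik was 7.70, 9.28 and 12.9 CPM in WT 1, 2 and 3, 0.638 CPM in FOXO3 KO 1, 1.59 CPM in FOXO3 KO 3 and 7.19 CPM in the library labelled FOXO3 KO 2, so it followed Foxo3 across all 6 libraries. Hbb-bs was 59.7 CPM in FOXO3 KO 1 and 89.6 CPM in FOXO3 KO 3, and between 4.73 and 12.5 CPM in the other 4 libraries. More red blood cells in those 2 libraries is a candidate explanation. Both tested erythroid markers outside Table 1, the beta globins, rose by a median log2 fold change of 2.44 over all 6 libraries, and of 2.97 without FOXO3 KO 2. This rests on only 2 genes that share reads in part, the others of the list being too low to test, and blood taken up with the cells cannot be parted from a biological effect by this test.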

How the results depend on the processing

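Fits that leave out FOXO3 KO 2 or WT 3 together with a change of tool, covariate or threshold, and DESeq2 with the sex covariate over all 6 libraries, were chosen after the data were seen. They are called added fits here.

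Foxo3 was lower in FOXO3 KO under all alternatives. Its log2 fold change lay between -4.46 (without FOXO3 KO 2) and -0.87 (without FOXO3 KO 3) with 1 library left out, and was -3.02 with limma-voom, -1.93 with the sex covariate, -1.98 with DESeq2 and that covariate (an added fit), and between -1.43 and -1.40 with the other tests, factors and filters. The adjusted p was between 0.105 and 1.00 in the fits chosen beforehand; DESeq2 over all 6 libraries gave none, as DESeq2 does for genes with an extreme count. Among the added fits without FOXO3 KO 2, Foxo3 passed an FDR of 0.05 with DESeq2 (-4.46), with the likelihood ratio test (-4.46), with the sex covariate (-4.35), with DESeq2 and the sex covariate (-4.34), and with DESeq2 and WT 3 also left out (-4.65), but not with limma-voom (-4.43). The library left out has Foxo3 at the WT level, so leaving it out widens the difference.

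The quasi-likelihood test called 0 genes in each direction with either scaling, either filter, the sex covariate, sex-linked genes left out, no fold-change threshold and any 1 library left out (0 to 0 increased, 0 to 0 decreased, 0 to 0 panel genes in each direction, 0 to 0 genes of Table 1, 0 to 0 genes near Foxo3). limma-voom also called 0, and unadjusted p under 0.05 by the quasi-likelihood test gave 512 increased and 156 decreased genes. The other tools called more, increased before decreased. The likelihood ratio test called 102 and 7 DEGs, 10 and 2 panel genes, 37 genes of Table 1 and 1 gene near Foxo3. DESeq2 called 160 and 7 DEGs, 23 and 2 panel genes, 50 genes of Table 1 and 2 genes near Foxo3. DESeq2 with the sex covariate, an added fit, called 230 and 171 DEGs, among them 156 of the 167 called without it, 55 and 34 panel genes, 55 genes of Table 1 and 3 genes near Foxo3. With an unadjusted p under 0.001, 14 and 2 panel genes passed by the quasi-likelihood test. The cause was not tested, but on simulated counts of these libraries 33.2% and 40.8% of the calls of these tools were false, against 9.68% for the quasi-likelihood test; where the spread between libraries was lowered the shares were 8.21%, 4.30% and 2.17%.

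Without FOXO3 KO 2, the added fits called 81 and 28 DEGs with DESeq2, 63 and 14 with the likelihood ratio test, 11 and 6 with the quasi-likelihood test and a sex covariate, 214 and 511 with DESeq2 and a sex covariate, and 155 and 84 with DESeq2 and WT 3 also left out. Panel genes numbered 31 and 13, 31 and 7, 0 and 0, 49 and 242, and 60 and 29 in the same order, and genes of Table 1 numbered 80, 43, 10, 76 and 64. Genes within 5 Mb of Foxo3 numbered 3, 2, 0, 4 and 4. Another added fit, limma-voom without FOXO3 KO 2, gave 0 for each of these numbers. With DESeq2 an unadjusted p under 0.05 gave 476 and 375 DEGs, an adjusted p under 0.05 gave 81 and 28 panel genes, and an unadjusted p under 0.001 gave 113 and 37. Of the 109 genes called by DESeq2 without FOXO3 KO 2, 61 were among the 167 called over all 6 libraries, 67 were called by the likelihood ratio test, 98 with the sex covariate added, and 86 without WT 3.

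Of the 100 genes with the smallest p, 38 are in Table 1; with 1 library left out the number lay between 19 (without WT 3) and 59 (without FOXO3 KO 2), with 24 without WT 1 and 25 without FOXO3 KO 1. It was 25 of the top 50, and without FOXO3 KO 2 it was 74 with DESeq2, 61 with limma-voom and 19 with DESeq2 and a sex covariate. The cause was not tested.

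By camera, 17 of the 21 lists passed an FDR of 0.05, between 13 and 16 did with 1 library left out, and between 13 and 17 did with another tool, filter or scaling. Under fry and under camera with an estimated correlation only 1 passed, the 12 genes tested by qPCR; these tests allow for genes of a list that vary together. Without FOXO3 KO 2, 4 lists passed under fry (erythroid markers, FoxO targets, the genes tested by qPCR and the neutrophil genes of Table 1) and 0 under camera with an estimated correlation. Of 192 log2 fold changes of the 12 genes under the alternatives chosen beforehand, 173 kept their direction and their side of the threshold, 19 passed it in the same direction, and 0 reversed. Of 335 list medians, 295 kept both, 24 no longer passed, 3 newly passed and 13 reversed. Without WT 3 the medians of eosinophil (-0.070), macrophage (-0.043), mast cell (0.17), NK cell (-0.15) and T cell (0.18) markers changed sign, and with WT 3 and FOXO3 KO 2 both left out from DESeq2 they were -0.067, -0.12, 0.51, -0.067 and 0.29, with -0.030 for lipid metabolism genes. Without FOXO3 KO 3 the eosinophil median was -0.0090. The range with 1 library left out was -0.070 to 0.67 for eosinophil, -0.043 to 0.20 for macrophage, -1.20 to 0.17 for mast cell, -0.15 to 0.54 for NK cell and -1.26 to 0.18 for T cell markers. For sex-linked genes, of which 4 were tested over all 6 libraries, the median of 0.01 became -1.02 with limma-voom, -0.00048 with library size only, -0.72 with the sex covariate, -0.77 with DESeq2 and that covariate, and between -0.41 and 0.58 with 1 library left out; without FOXO3 KO 2 it was -0.39 with DESeq2, -0.40 with the likelihood ratio test, -1.86 with limma-voom, -0.92 with the sex covariate, -1.04 with DESeq2 and that covariate, and -0.83 with DESeq2 and WT 3 also left out. The medians that changed sign without WT 3 rest on that library; other causes were not tested.

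The replicate numbers do not pair the libraries: the correlation of deviations from the group means was 0.26 for number 1, -0.07 for number 2 and 0.52 for number 3. With the number as a block, the log2 fold change of Foxo3 was -3.06 and that of the sex-linked genes -0.74, DEGs and panel genes were 0 in each direction, 0 genes of Table 1 and 0 genes near Foxo3 were called, 26 of the top 100 genes were in Table 1 and 17 lists passed.

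On simulated counts of 3 libraries against 3 the quasi-likelihood test recovered 62 of 66 genes changed 8-fold and 57.4% of all changed genes, and 91.8% of all where the spread between libraries was lowered. The alternative on TPM was not run, since the deposited table used here holds estimated counts only, and windows of 2 and 10 Mb around Foxo3 held 0 genes called by the quasi-likelihood test over all 6 libraries, against 1 and 3 called by the likelihood ratio test and 1 and 4 called by DESeq2.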

Differences from the paper's values

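The paper reports 501 increased DEGs, and the quasi-likelihood test found 0 over all 6 libraries. This test did not call Foxo3 without FOXO3 KO 2 either, so its 0 does not show that no gene changed. Among alternatives set before the data were examined, taken alone, only the unadjusted p under 0.05 falls within 1.5 times of the paper's number. With the fold-change threshold it gives 512. The likelihood ratio test (102), DESeq2 (160) and all others do not. The paper reports 380 decreased DEGs against 0 found here. No alternative set before the data were examined comes within 1.5 times of it when taken alone, and the unadjusted p under 0.05 gives 156. Joined with another of these alternatives, that p gives 536 and 430 with the likelihood ratio test and 700 and 569 with DESeq2. It gives 472 and 389 with the replicate block and 621 and 522 with the sex covariate. These lie within 1.5 times of both numbers of the paper. The decreased numbers under the other alternatives do not. DESeq2 without FOXO3 KO 2 at an unadjusted p under 0.05, a setting chosen after the values were seen, gives 476 and 375.

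The paper's panel holds 65 increased and 17 decreased genes, where 0 and 0 passed the panel's thresholds here. No alternative set before the data were examined comes within 1.5 times of either number when taken alone, and the largest are 23 and 2 with DESeq2. Joined with another of these alternatives, an unadjusted p under 0.001 gives 51 and 4 with no filter and 16 and 12 with the sex covariate. It gives 147 and 8 with the likelihood ratio test and 199 and 9 with DESeq2. The 51 and the 12 lie within 1.5 times of the paper's 65 and 17, but no such setting reaches both. Among the settings chosen after the values were seen, DESeq2 without FOXO3 KO 2 at an adjusted p under 0.05 gives 81 and 28 genes and calls 80 of the 82 genes of Table 1; at an adjusted p under 0.001 it gives 31 and 13 genes and reaches 29 of the 82. DESeq2 with a sex covariate over all 6 libraries, also chosen after the values were seen, gives 55 and 34. Without FOXO3 KO 2 and WT 3, DESeq2 gives 60 and 29 at an adjusted p under 0.001, and calls 64 of the 82 at an adjusted p under 0.05; with a sex covariate and only FOXO3 KO 2 left out it calls 76. The likelihood ratio test without FOXO3 KO 2 calls 43 of the 82.

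In Table 1 the paper gives Foxo3 a linear fold change of -22.0, and the value over all 6 libraries was -2.63. Leaving out FOXO3 KO 2 gives -22.0, and under every other alternative set before the data were examined the fold change differs from the paper's by more than its standard error. For Serpinh1 the paper gives 4.0, against 5.48 here; the value lies within 1 standard error of the paper's without FOXO3 KO 2 (4.00), with the likelihood ratio test, limma-voom or the replicate block, and without WT 1, WT 3 or FOXO3 KO 3. For Dnajc28 the paper gives -2.2 and the value here was -1.79; it lies within 1 standard error of the paper's without FOXO3 KO 2 (-2.20), with the likelihood ratio test, library size only or the replicate block, and without WT 1 or WT 2. For Vsig10 the paper gives -2.2, against -1.52 here, and only leaving out FOXO3 KO 2 brings it there (-2.20). The fold changes of Il1b, Cxcr2, S100a8, S100a9, Trem1, Stra6, Lamb1, Olr1 and Nfe2l3 over all 6 libraries lay within 1 standard error of the paper's on the log2 scale.

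The column of p in Table 1 was set beside both kinds of p from DESeq2 without FOXO3 KO 2, a fit chosen after the values were seen. The paper's value lay within 1.5 times of the unadjusted p for 76 of the 82 genes, and of the adjusted p for 0 of 82. The text of the paper calls this an adjusted p. For one gene of Table 1, Mrgprx2, the paper lists a p above the threshold of the table.

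The paper gives 3 libraries for each group, and states that FOXO3 is knocked out in one of the groups; the library labelled FOXO3 KO 2 had 105% of the mean Foxo3 expression of WT, against 4.76% and 4.33% in FOXO3 KO 1 and 3. The paper states that other immune cells in the population proved insignificant; B cell markers differed between the groups by a median log2 fold change of -1.95 by camera, a difference that did not hold under fry and that was -0.50 without WT 3, and macrophage markers by 0.12.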

Other observations

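The tests of single libraries, of Foxo3 in the library labelled FOXO3 KO 2, of Xist in WT 3 and of B cells in WT 3, the splits counted with DESeq2, and the fit of DESeq2 with the sex covariate, were chosen only after the result was seen; the tests of neutrophils, sex, genes near Foxo3 and of the splits with the quasi-likelihood test were fixed beforehand.

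The library labelled FOXO3 KO 2 had Foxo3 at the WT level. A swap with a WT library is argued against, since the lowest Foxo3 level among the libraries labelled WT was 73.1 CPM, far above the 4.71 and 4.29 CPM of FOXO3 KO 1 and 3. A hypothesis is that Foxo3 is intact in the cells of this library, as in an animal or tube with a wrong label. The 15 FoxO target genes, a list fixed beforehand, had a median log2 difference from WT of -0.023 in this library, against -0.45 in FOXO3 KO 1 and -0.39 in FOXO3 KO 3, while the WT libraries lay between -0.11 and 0.07 from each other. Pink1, for example, was 106 CPM in this library, 53.9 and 45.5 CPM in FOXO3 KO 1 and 3 and between 78.9 and 115 CPM in WT. Over the whole list the median log2 fold change was -0.33 with all 6 libraries and -0.44 without this one, where fry gave an adjusted p of 0.0306. Of the 65 increased genes of Table 1, it lay above every WT library for 55, where another WT library would do so for 25% by chance; the genes were chosen for low WT values, so more than this share is reached without any difference, and a WT library under this label cannot be told apart from a different animal by this count. Of the genes that DESeq2 called without it, it lay nearer to WT for 59.6%, but FOXO3 KO 1, treated the same way, did so for 69.0% and FOXO3 KO 3 for 25.4%. Among decreased genes alone the shares were 78.6% of 28, 14.3% of 7 and 70.0% of 20. The genes for FOXO3 KO 1 and 3 were called with FOXO3 KO 2 counted as FOXO3 KO, so the shares are not like for like and decide nothing. The animal's genotype was not tested otherwise.

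In Table 1, 14 genes are typical of neutrophils, and over all 6 libraries the 10 of them that could be tested had a median log2 fold change of 2.98. More neutrophils among the FOXO3 KO cells is a candidate explanation. Neutrophil markers outside Table 1 had a median of only 0.44, with 7 of 9 above 0, and of 0.21 without WT 3. Set against the other WT libraries, WT 1 lay at 0.37, WT 2 at 0.49 and WT 3 at -0.97. Set against all WT libraries, FOXO3 KO 1 and 3 lay at 0.59 and 0.56, and FOXO3 KO 2 at 0.24. These baselines are not alike. Set against the other 5 libraries, FOXO3 KO lay between 0.29 and 0.38, above WT 1, 2 and 3 at 0.16, 0.11 and -1.11. These markers cannot tell whether there were more neutrophils, because the 3 most abundant have a high level in every library, which would hide a small share. Padi4 was between 147 and 465 CPM with the highest in WT 3, Csf3r between 116 and 164 CPM and Mmp9 between 11.2 and 40.7 CPM. Ly6g is near 0 in all 6. The tested markers with lower levels moved both ways. Without FOXO3 KO 2 their log2 fold change was -1.40 for Cxcr1, 0.18 for Cd177, 0.51 for Retnlg and 0.54 for Mmp8. It was 1.05 for Lcn2 and 1.12 for Ltf. Stfa2l1, with 0, 0.0353 and 0 CPM in WT, 11.2 and 6.15 CPM in FOXO3 KO 1 and 3 and 0.182 CPM in FOXO3 KO 2, moved with the genes of Table 1. So did Stfa2, at a low level, with 0 CPM in WT and FOXO3 KO 2 and 0.496 and 0.300 CPM in FOXO3 KO 1 and 3. The list was written after Table 1 was read and holds none of its genes, so its median leaves them out. The 3 erythroid genes of Table 1 had a median log2 fold change of 2.38, and the 11 mesothelial and fibroblast genes one of 2.33. Fibroblast markers alone had a median of 2.01 and mesothelial markers one of 0.72, against 0.93 and 0.44 without FOXO3 KO 2. These Table 1 lists were picked from these libraries by the paper.

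Genes near Foxo3 were called more often than others in some fits. Of the 71 genes tested within 5 Mb of Foxo3 (GENCODE M21, GRCm38), DESeq2 without FOXO3 KO 2, a fit chosen after the data were seen, called 3 (4.23%), against 105 of 18620 elsewhere (0.564%), with p = 0.00807 by a two-sided Fisher exact test; with windows of 2 and 10 Mb it called 2 of 44 and 5 of 116. In the same window the p from this test was 0.0305 for the likelihood ratio test without FOXO3 KO 2 and 0.0105 for DESeq2 without FOXO3 KO 2 and WT 3, but 0.324 for DESeq2 without FOXO3 KO 2 and with the sex covariate, and over all 6 libraries 0.134 for DESeq2, 0.180 for DESeq2 with that covariate and 0.316 for the likelihood ratio test. With the window of 10 Mb the same 3 fits over all 6 libraries gave 0.0209, 0.0376 and 0.0253, so the outcome over all 6 depends on the window. This also held for some fits without FOXO3 KO 2. With windows of 2 and 10 Mb, the Fisher test gave 0.160 and 0.00117 for the likelihood ratio test without FOXO3 KO 2. For DESeq2 without FOXO3 KO 2 and WT 3 it gave 0.0957 and 0.00335. The quasi-likelihood test with the sex covariate and without FOXO3 KO 2 called 0 of 58 genes within 5 Mb. Strain DNA that flanks the targeted allele may bring such calls. The 3 genes, chosen after their values were seen, are Armc2 and the processed pseudogene Gm9855, which both fell, and the lincRNA Gm48061, which rose. In the library labelled FOXO3 KO 2 their levels were 5.91, 1.09 and 0.109 CPM, within or close to the WT range of each. The edgeR quasi-likelihood test called none, and over all 6 libraries DESeq2 called 2. An effect of the deleted gene on its neighbours stays open as well.

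WT 3 stood apart from the other 5 libraries, on a first principal component that held 62.1% of the variance. Xist was 871 CPM in WT 3 and 1130 CPM in FOXO3 KO 3, and 0.177 CPM at most in the other 4. Over all 6 libraries 1 library in each group has Xist, which argues against unequal sexes of the mice as the source of the DEGs over all 6, and DESeq2 with the sex covariate still called 156 of the 167 genes called without it. Over the 5 libraries used in the paper, Xist is in 1 of 3 WT and 1 of 2 FOXO3 KO libraries, so an effect of sex on those DEGs stays open. With the covariate, 98 of the 109 were also called. WT 3 is the only WT library with high Xist, so the covariate also takes up other differences of WT 3. It therefore does not measure sex alone in either set of libraries. In WT 3, 4 Y-linked genes were also present, at a median of 21.9% of their level in the low-Xist libraries (15.5% to 24.3%), against 2.77% in FOXO3 KO 3, while Xist was at 77.1% of its level in FOXO3 KO 3. These shares are consistent with RNA of female and male cells in one library, a hypothesis that was found and tested on the same values. B cell markers in WT 3 were higher than in the other 5 libraries by a median log2 difference of 3.16, all 8 in the same direction. More B cells in this library would give this. The same markers brought up this explanation, so these values restate the pattern and cannot test it. A lower share of macrophages alone is argued against, since NK cell markers in WT 3 were lower, with a median log2 difference of -0.85. Macrophage markers in WT 3 differed from the other 5 libraries by a median log2 difference of -0.35, with 4 of 12 higher. Cd68 was 525 CPM in WT 3 and between 990 and 1472 CPM elsewhere. Adgre1 went the other way, with 920 CPM in WT 3 and between 693 and 832 CPM elsewhere.

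Cell cycle genes rose in FOXO3 KO, all 12 of them over all 6 libraries, with a median log2 fold change of 0.59 (adjusted p = 5.31e-11 from limma's camera test), and of 0.69 without FOXO3 KO 2. Under fry the adjusted p was 0.0717 and 0.0634. The other FoxO genes, of which 2 could be tested, had a median log2 fold change of -0.58, and sex-linked genes one of 0.01. Under the alternatives the median of the other FoxO genes lay between -0.70 and -0.26. Foxo1 was 96.0 CPM in WT 3 and between 25.9 and 39.7 CPM elsewhere, so its fall rests largely on that library. Foxo4 was between 32.0 and 36.2 CPM in WT and between 23.4 and 30.2 CPM in FOXO3 KO.

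Chance as the source of the DEGs could not be excluded, since 6 libraries make 10 splits into 3 against 3. For the quasi-likelihood test the count of splits decides nothing, since the real split gave 0 genes in both directions (512 increased and 156 decreased at an unadjusted p under 0.05) and all 10 splits give as many. With DESeq2, 2 of the 10 splits gave at least as many genes in one direction as the 160 increased in the real split, and 4 gave at least as many as the 7 decreased. The other split with more than 160, WT 1, WT 3 and FOXO3 KO 3 against the rest, gave 198 genes in one direction. This split and the other 2 counted here put both libraries with Xist in one group, and the 5 other splits that part these libraries, as the real split does, gave at most 4 genes in a direction, although 6 such splits are too few to exclude chance; with the sex covariate DESeq2 called 230 and 171 in the real split.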
